# Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly

**DOI:** 10.1534/g3.115.021444

**Published:** 2015-09-21

**Authors:** Gregory A. Cary, Dani B. N. Vinh, Patrick May, Rolf Kuestner, Aimée M. Dudley

**Keywords:** P-bodies, chaperones, microarrays, proteomics

## Abstract

P-bodies (PB) are ribonucleoprotein (RNP) complexes that aggregate into cytoplasmic foci when cells are exposed to stress. Although the conserved mRNA decay and translational repression machineries are known components of PB, how and why cells assemble RNP complexes into large foci remain unclear. Using mass spectrometry to analyze proteins immunoisolated with the core PB protein Dhh1, we show that a considerable number of proteins contain low-complexity sequences, similar to proteins highly represented in mammalian RNP granules. We also show that the Hsp40 chaperone Ydj1, which contains an low-complexity domain and controls prion protein aggregation, is required for the formation of Dhh1−GFP foci on glucose depletion. New classes of proteins that reproducibly coenrich with Dhh1−GFP during PB induction include proteins involved in nucleotide or amino acid metabolism, glycolysis, transfer RNA aminoacylation, and protein folding. Many of these proteins have been shown to form foci in response to other stresses. Finally, analysis of RNA associated with Dhh1−GFP shows enrichment of mRNA encoding the PB protein Pat1 and catalytic RNAs along with their associated mitochondrial RNA-binding proteins. Thus, global characterization of PB composition has uncovered proteins important for PB assembly and evidence suggesting an active role for RNA in PB function.

Processing bodies (P-bodies, or PB) and stress granules (SG) are eukaryotically conserved ribonucleoprotein (RNP) granules consisting of nontranslating mRNA and associated proteins (Eulalio *et al.* 2007a; Kedersha and Anderson 2009; Decker and Parker 2012). PB and SG both accumulate in cytoplasmic foci within minutes of exposure to a variety of environmental stresses (Brengues *et al.* 2005; Teixeira *et al.* 2005; Garmendia-Torres *et al.* 2014), and the appearance of these foci is correlated with global translational arrest common to the early phase of many cellular stress responses (Holcik and Sonenberg 2005; Kedersha and Anderson 2009; Simpson and Ashe 2012). The kinetics of assembly and exact composition of these granules can vary in a stress-specific manner (Buchan *et al.* 2011). PB and SG primarily are distinguished on the basis of their constituent proteins; PB core proteins are associated with mRNA decay functions (Sheth and Parker 2003; Buchan *et al.* 2010), whereas SG consist of translation initiation factors as well as other mRNA-binding proteins (Hoyle *et al.* 2007; Buchan *et al.* 2008; Lui *et al.* 2010; Decker and Parker 2012; Kedersha *et al.* 2013). These granules have been observed to interact *in vivo*, and messenger ribonucleoprotein (mRNP) subcomplexes can exchange between foci (Kedersha *et al.* 2005; Stoecklin and Kedersha 2013). Furthermore, specific proteins can cycle into foci from the cytoplasm in less than a minute (Aizer *et al.* 2008). These observations highlight the dynamic nature of RNP granule assemblies.

Regions of low-complexity (LC) sequence are common among proteins that localize to mammalian RNP granules (Kato *et al.* 2012). LC regions are necessary for both RNP aggregation into cytoplasmic foci (Kato *et al.* 2012) and retention of RNA (Han *et al.* 2012). Recent studies also have shown the prevalence of LC-domains in proteins that affect SG assembly in yeast (Yang *et al.* 2014). Similar Q/N-rich prion-like domains, a specific subset of LC domains, are found in several yeast PB and SG proteins (*e.g.*, Lsm4, Edc3, and Pbp1) and are required for RNP granule aggregation (Gilks *et al.* 2004; Decker *et al.* 2007; Buchan and Parker 2009). Aberrant forms of these RNP granule proteins, with the propensity to form cytotoxic, prion-like aggregates, have been associated with a number of neurodegenerative diseases (Li *et al.* 2013; Ramaswami *et al.* 2013). Although aggregation via LC sequences is a common feature for many RNP proteins, it is the result of a controlled physiological process as opposed to nonspecific protein−protein aggregation. For example, although salt stress induces PB aggregation in wild-type yeast, deletion of the gene encoding the effector kinase for the osmotic shock signal transduction pathway prevents the accumulation of PB foci in the presence of high salt (Teixeira *et al.* 2005).

To date, the functional relevance of RNP granule aggregation remains unclear. The fact that mutant strains that are unable to form foci show a decrease in cell viability (Lavut and Raveh 2012) and long-term survival (Ramachandran *et al.* 2011) suggests that PB/SG aggregation has some important cellular function. Furthermore, PB foci can be transmitted from mother to daughter cells during yeast mitosis, and this transmission provides a measurable growth advantage to the recipient cells (Garmendia-Torres *et al.* 2014). Despite the fact that PB consist of proteins involved in mRNA decay, mRNA decay processes are not affected by perturbations that block the formation of visible PB foci (Decker *et al.* 2007; Eulalio *et al.* 2007b). Thus, an inventory of the proteins and RNA transcripts that localize to these granules and a better understanding of how their composition changes in response to stress induction could shed light on the nature of the cellular benefit of PB/SG aggregation.

Much of our current understanding of the composition and assembly dynamics of PB and SG is based on cytological and genetic experiments that have characterized protein localization to cytoplasmic foci under stress conditions. Previous biochemical studies have identified few core proteins when PB components are purified under native conditions (Fenger-Gron *et al.* 2005; Drummond *et al.* 2011; Bahassou-Benamri *et al.* 2013), likely due to the dynamic nature of RNP granules. Other approaches to characterize PB components have relied on cross-linking and denaturing conditions to capture proteins and associated RNA (Mitchell *et al.* 2013). To better understand both the protein and RNA constituents of PB aggregation during stress induction, we enriched native PB complexes from yeast cells by using an anti-green fluorescent protein (GFP) antibody to isolate a GFP fusion to the core PB component Dhh1. To characterize the components that differentially associate with a putative PB core complex during stress and nonstress conditions, we isolated the Dhh1−GFP complex from cells grown in 2% glucose and acute 0% glucose conditions and used quantitative tandem mass spectrometry (MS) and microarray analyses to identify the proteins and RNAs within the Dhh1 complex. Our results give evidence for PB association of many proteins previously implicated by genetic and cytological studies, and provide a new approach for analyzing the composition and function of these structures upon stress induction.

## Materials and Methods

### Yeast strains and growth conditions

All yeast strains used in this study (Supporting Information, Table S1) are derived from BY4741 (Winston *et al.* 1995). GFP-tagged strains (Huh *et al.* 2003) were purchased from Life Technologies. Individual gene deletions marked by *kanMX* were created by homologous recombination in strains harboring GFP-tagged genes (*e.g.*, *DHH1-GFP*, YAD49). MoBY plasmids are from a library collection of centromere-containing plasmids that contain individual bar-coded yeast open reading frames (ORFs) expressed from their own promoter (Ho *et al.* 2009) that was purchased from ThermoScientific. MoBY plasmids were transformed into YAD557 and tested for Dhh1−GFP foci formation. All genetic manipulations of yeast and growth media are as in standard protocols (Rose *et al.* 1990). Unless otherwise noted, yeast cells were grown in rich media (YPD) at 30°.

For glucose depletion (−glucose) experiments, overnight 5-mL cultures in YPD were serially expanded into a final 2-L culture and grown to late log phase (OD_600_ = 1.0). Cells were harvested rapidly by filtration (0.65 µm pore size; Millipore Nitrocellulose Membrane), and resuspended into fresh 2 L −glucose media (YEP), and the culture was shaken for an additional 30 min. Final cell pellets were collected by filtration, concentrated into conical tubes by low speed (500*g*) centrifugation, and flash-frozen in liquid nitrogen.

A stable isotope labeling by amino acids in cell culture (SILAC) culture of wild-type cells was generated using a modified I-DIRT (Tackett *et al.* 2005) protocol. To summarize in brief, BY4741 was first grown to a late log density of OD_600_ = 1 in synthetic complete media lacking lysine and arginine (SC–lys–arg), containing 2% glucose and supplemented with 50 mg/L each of lysine and arginine. This culture was then diluted and grown for a total of 9 doublings to OD_600_ ∼1.2 in SC–lys–arg 2% glucose media supplemented with 50 mg/L each of heavy-isotopically labeled arginine (^13^C6-^15^N4) and lysine (^13^C6-^15^N2). Cells were filtered and frozen as described previously.

### Cell lysis and immunoaffinity purification

Cell pellets stored at −80° were released into a precooled Retsch PM-100 planetary ball mill grinding jar. Grinding was performed at ∼30 g in 2-min cycles with rotation reversals at 1 min. Jars were rechilled in liquid nitrogen between grinding cycles. Samples were ground until >90% lysis was achieved, which typically occurred after 5−10 cycles of grinding. The cell powder grindate was collected and returned to −80° for storage.

Anti-GFP IgG (catalog no. 11814460001; Roche) coupled to magnetic Protein-G Dynabeads (Invitrogen) was used to capture Dhh1−GFP protein complexes from yeast cell lysate. Anti-GFP was first crosslinked to protein-G bead in 20 mM dimethyl pimelimidate (Thermo Scientific) with the use of protocols recommended by the manufacturer. A ratio of 30 mg of Ab-proG beads to 300 mg of total protein captured >90% of Dhh1−GFP in the cell lysate, as determined by Western blot analysis. Cell lysate generated from 4 L of cell culture was used to obtain sufficient material for MS. To generate a lysate supernatant, cell powder grindate was thawed quickly by resuspending in 1.5 volumes of RB buffer [30 mM K-Hepes (pH 7.4), 150 mM KCl, 2 mM MgCl_2_, 0.2% NP-40, 0.1% Tween-20, 1 mM dithiothreitol, yeast protease inhibitor cocktail (Sigma-Aldrich), and RNase-inhibitor (Ambion / Millipore)]. The suspension was subsequently cleared by low-speed centrifugation (3000*g*) for 5−7 min at 4°. The resulting supernatant was incubated with anti-GFP-protG beads for 30 min at 4° with gentle mixing. The beads subsequently were separated from the supernatant and washed extensively with RB buffer containing progressively less detergents (0.1% NP-40/0.05% Tween-20). After the final wash, the beads were divided into separate fractions for elution of protein (88% of total) and RNA (12% of total). Protein was eluted in a solution of 0.1% sodium dodecyl sulfate (SDS), 30 mM Hepes (pH 7.4), protease, and RNase inhibitors for 30 min at room temperature. A fraction of the eluted proteins was analyzed immediately by Silver staining (Pierce/ThermoScientific) and Western blot (Licor Odyssey) with the use of a different anti-GFP antibody (catalog no. 632381; Clontech), while the remaining was flash frozen in liquid nitrogen and stored at −80°. The identities of some of the dominant bands on silver stained SDS gels (Figure 1, marked with asterisks) are PB components assigned by their apparent molecular weight by gel migration and MS from other purifications. For RNA isolation, beads were incubated with 1% SDS, 30 mM Hepes (pH 7.4), protease and RNase inhibitors for 30 min at room temperature. The resulting supernatant was mixed with an equal volume of TES buffer [1% SDS in 10 mM Tris (pH 7.5), 1 mM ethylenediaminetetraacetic acid], added to a total equal volume of acid phenol (pH 4), and incubated at 65° for 60 min. Samples were spun at 15,000 *g* for 5 min. Then, the aqueous phase was collected and extracted again with phenol:chloroform, followed by precipitation with cold ethanol. Final pellets were resuspended in TE and stored at −80°.

**Figure 1:**
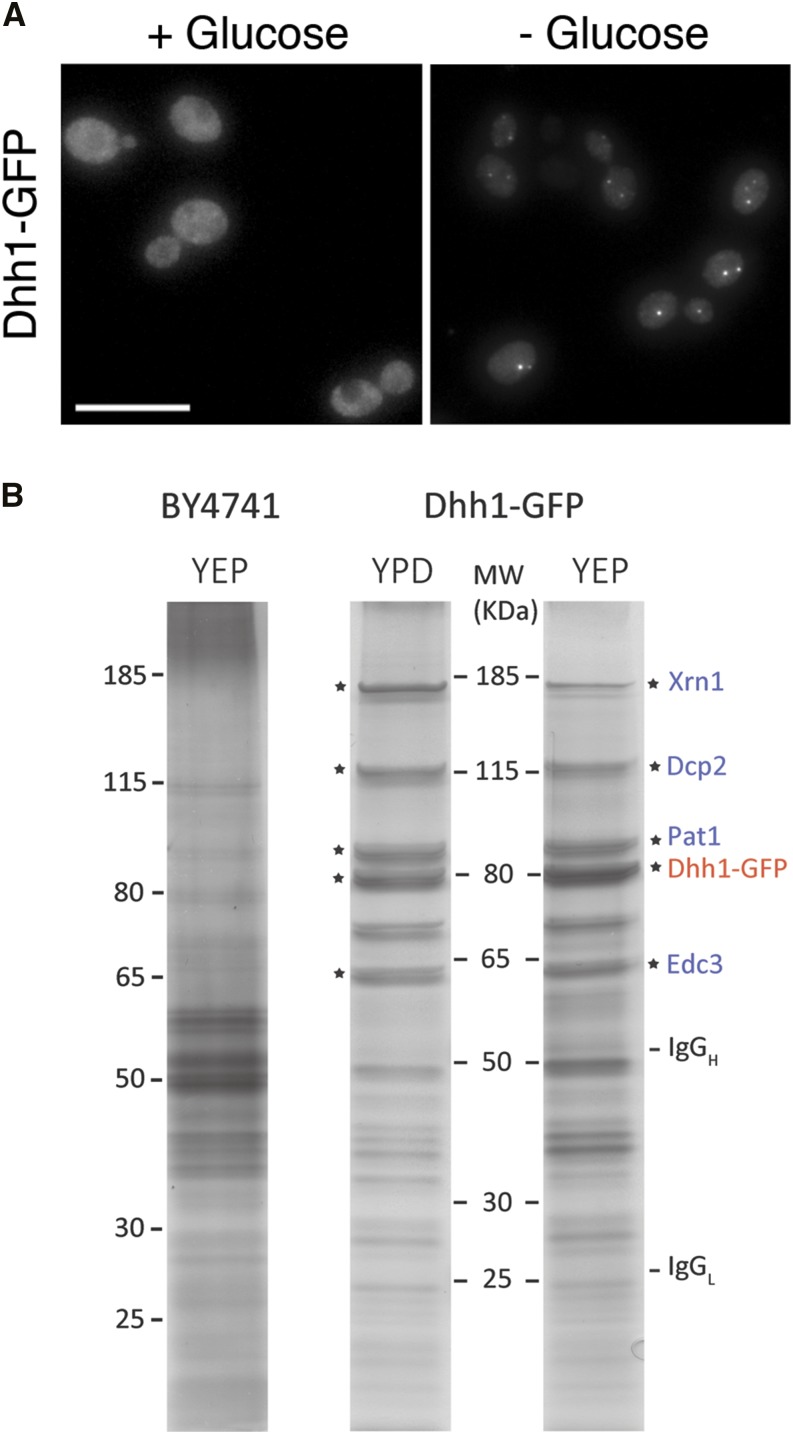
Immunoisolation of Dhh1−GFP. (A) Fluorescence microscopy showing the aggregation of Dhh1−GFP into cytoplasmic foci in cells grown in media with and without glucose for 30 min. Scale bar = 10 µm. (B) Silver stained sodium dodecyl sulfate polyacrylamide gel electrophoresis gels of immunoprecipitation fractions of Dhh1−GFP isolated from cells grown in +glucose (YPD) and −glucose (YEP) media; and from the negative control BY4741 cells grown in −glucose. The identities of some of the dominant bands [marked with an asterisk, Dhh1−GFP (red), and dominant coisolated P-bodies proteins (blue)] are based on the apparent molecular weight and by mass spectrometry from other purifications. MW, molecular weight of standard proteins.

For I-DIRT experiments, isotopically heavy BY4741 and light Dhh1−GFP frozen cell pellets were ground separately and equal weights of each grindate (to generate 1:1 total protein mass) were mixed immediately before resuspending in RB buffer. The suspension was then cleared by centrifugation and the supernatant collected. Immunoisolation with the anti-GFP antibody was performed as described previously.

### MS and proteomic analyses

Eluted fractions from the anti-GFP immunoprecipitation (IP) were first precipitated by trichloroacetic acid, then reduced, alkylated, and trypsinized (Promega) (Tian *et al.* 2007) . Tryptic digestions were acidified and then desalted by UltraMicroSpin Vydac C18 silica column (Nest Group) following the manufacturer’s specifications. Desalted samples were dried and resuspended in a solution of 5% acetonitrile and 0.1% formic acid before tandem mass spectrometric analysis on an LTQ-Velos (for spectral counts) or LTQ-Orbitrap (for I-DIRT) electrospray ionization mass spectrometer.

Tandem mass spectra were converted to universal mzXML file format and searched against a database consisting of all known yeast open reading frames (Saccharomyces Genome Database) (Costanzo *et al.* 2014), known contaminant proteins, and a decoy library prepared by randomization of the library using a Perl script available from the Matrix Science Web site (http://www.matrixscience.com/help/decoy_help.html). Searches were performed by use of the program X!Tandem (Craig and Beavis 2004) with the following parameters: tolerable tryptic termini = 1; identifications based on b- and y-ions; parent mass tolerance = 3.00; fixed modifications include carboxyamidomethylation of cysteine [molecular weight (MW) = 57.02]; and variable modifications include oxidation of methionine (MW = 15.99). Tandem mass spectra peptide and protein assignments were validated by the PeptideProphet (Keller *et al.* 2002) and ProteinProphet (Nesvizhskii *et al.* 2003) programs, available in the current TPP distribution (http://tools.proteomecenter.org/wiki/index.php?title=Software:TPP). Protein probabilities yielding a 0.05 false-discovery rate threshold were applied to the resulting protein lists and filtered to exclude proteins identified in any experiment with fewer than two unique peptides.

For spectral count quantitation experiments, paired −glucose and +glucose immunopurified samples were analyzed with two technical replicate injections for each sample on the same mass spectrometer on the same day. Because the number of measured spectra can vary depending on criteria such as protein length or primary sequence, tandem mass spectral counts for each protein identified were normalized using the APEX program (Braisted *et al.* 2008; Vogel and Marcotte 2008) (version 1.1.0) available from the J. Craig Venter Institute Web site (http://www.jcvi.org/cms/research/software/). Precalculated observability scores for the yeast proteome (yeast_ORBI_66attrib_ALLpredictions.Oi) were downloaded (http://marcottelab.org/APEX_Protocol/Oi_Predictions/Scerevisiae) and input along with prot.xml files output by the TPP. All proteins lower than the 0.05 false-discovery rate threshold were APEX-normalized, and pairs of −glucose and +glucose samples were compared with the two-sample Z test utility. The APEX-normalized value for each protein was further normalized to the APEX score of the bait Dhh1 from the same immunopurified sample.

To filter proteins known to be common contaminants in GFP affinity purifications, we analyzed and compared our data with control data in the Contaminant Repository for Affinity Purification database (crapome.org) (Mellacheruvu *et al.* 2013). Ten control datasets (Table S2) were selected from experiments that most closely match the experimental approach used in this study: experiments from the S288C strain, affinity purifications using anti-GFP magnetic beads, and proteomics data acquired using LTQ MS. The APEX normalized spectral counts from our data were analyzed along with the spectral counts from the control data sets using the SAINTexpress tool (Mellacheruvu *et al.* 2013) and default analysis parameters. The SAINTexpress algorithm calculates the probability that each protein is likely to be copurified with the bait, and proteins with a SAINT score of 1.0 (Table S2) have strongest probability of being specifically co-enriched with Dhh1−GFP.

To generate the final list of 270 proteins, the following criteria were used: first, only proteins identified in any experiment with more than two unique peptides were considered; second, proteins identified in at least any two of the five + and −glucose experiments (Figure S2); and third, proteins with a SAINT probability score greater than 0.5 in at least one of the two conditions tested, + or –glucose (Table S2). In our +glucose experiments (including two replicates), some proteins are observed to have SAINT scores greater than 0.5 in one replicate, and equal or less than 0.5 in another replicate. Therefore, the final threshold 0.5 SAINT probability score was chosen for all proteins to ensure that each protein must be enriched high enough above the levels in control purifications for at least two replicates per condition. Gene Ontology (GO) category enrichments of the isolated proteins were determined using the YeastMine toolset available from the Saccharomyces Genome Database Web site (http://yeastmine.yeastgenome.org/yeastmine/). All reported *p*-values were corrected for multiple hypothesis testing using a Benjamini-Hochberg correction (Benjamini and Hochberg 1995).

The mass spectrometric data from the I-DIRT immunoprecipitated samples were analyzed by the use of a similar approach as described previously with the following differences. Database searches were performed using the following variable modifications: SILAC heavy arginine: ^13^C6-^15^N4 (MW = 10.01), and SILAC heavy lysine: ^13^C6-^15^N2 (MW = 8.01). After assessment of peptide and protein identifications by PeptideProphet (Keller *et al.* 2002) and ProteinProphet (Nesvizhskii *et al.* 2003), quantitative SILAC ratios for proteins were determined using XPRESS software (Han *et al.* 2001). Precursor ion elution profiles of heavy *vs.* light peptides were determined with a mass tolerance of 0.05 (>5 sec) and the area under the curve was used to determine a SILAC ratio for each peptide.

### Microarray analysis of RNA enrichment

A custom Agilent DNA microarray was designed that consists of 30,529 probes antisense to the *Saccharomyces* *cerevisiae* transcriptome (Agilent Design ID: 045101). The probes on the array were designed to hybridize to 10,283 different yeast transcripts, including the 6607 ORF transcripts annotated in the SGD as well as 3676 noncoding RNAs. For each transcript, three distinct 60-bp probes were designed and distributed across the array. In total, seven experiments were assessed by microarray analysis, including RNA extracted from all five preps used to generate protein for MS analysis (described previously), as well as one additional −glucose sample and a mock IP of lysate prepared from a strain expressing GFP alone. For each experiment, a sample of RNA (total RNA) was extracted from cell lysate before immunopurification and compared with RNA extracted from the immunopurified complexes (IP RNA). Then, 5 µg of total RNA and 200 ng IP RNA were fragmented and hybridized per manufacturer’s directions to two separate microarrays for each pair of total and IP RNA samples. We used an antibody-based method to directly detect RNA:DNA hybrid on the array (Dutrow *et al.* 2008). The primary S9.6 antibody was purified from hybridoma cell line (ATCC clone HB-8730). Secondary antibody detection was with a Cy3-labeled anti-mouse antibody (catalog no. 078-18-061; KPL). After the final antibody wash, slides were dried by brief, low-speed (600 rpm) centrifugation and immediately scanned. Feature extraction was performed using an Agilent G2565CA Microarray Scanner and control software. The median background signal from 1559 array features designed to have no homology to yeast transcripts was subtracted from all features. Background-subtracted signal was log transformed, pairs of total and IP arrays were normalized by cyclic loess implemented in the Limma Bioconductor package (Smyth 2005), and transcript replicate probes were averaged. Finally, we applied a threshold to remove transcripts that exhibited low abundance signal and high variability or that were saturated on the total RNA array. We generated a linear regression between the average normalized transcript signal in each IP RNA sample and the signal from that transcript in the matched total RNA sample and considered a transcript enriched by the IP if it lay outside the upper 95% confidence interval of the regression line. Microarray design information and data have been deposited with the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information under accession no. SE65989.

### Microscopy and image analysis

Cells were grown to mid-log phase (OD_600_ ∼0.7) in YPD, then pelleted, washed in YEP media without glucose, resuspended in YEP, and grown for another 30 min. Cells were fixed in 2% para-formaldehyde (MeOH free; Polysciences), 10 min at room temperature. Cells were then washed and stored in 1.2M sorbitol/0.1M K-phosphate (pH 7.5). Fixed cells were imaged using a DeltaVision microscope system (Applied Precision, Issaquah, WA), through a 60× oil objective lens in the Olympus IX-71 wide field microscope. Sets of 30, 0.2-μm z-sections were captured for each image, then deconvolved with the use of softWoRx software (Deltavision). Finally, ImageJ software (imagej.nih.gov/ij) was used to adjust contrast levels and images in all the stacks collapsed into one final image.

### Data availability

Raw mass spectra (mzML files) are available upon request to the authors. Processed and filtered proteomics data can be found in Table S2, Table S3, and Table S5. Raw and processed microarray data are available at the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information under accession number SE65989.

## Results

### Isolation of PB components

Previous coimmunoprecipation studies have shown that several core PB components can bind directly to each other even when PB foci are not visible, suggesting that larger PB aggregates could be formed by joining repeating units of core complex (Decker *et al.* 2007). We set out to identify components that could affect PB aggregation by characterizing proteins that interact with PB core complexes during normal and stress-induced conditions. Due to the dynamic assembly of large PB aggregates, we anticipate that there would be proteins that interact more transiently than others with the PB core complex. Therefore, to optimally capture all interacting components during these dynamic states, we aimed to isolate PB under the mildest possible conditions to best preserve PB integrity. Adapting a comprehensive approach that analyzed the composition of other intact RNP complexes (Oeffinger *et al.* 2007), we developed an immunoaffinity method to isolate the PB core protein Dhh1 at maximal yield. We chose Dhh1−GFP because it is abundant relative to other components (Ghaemmaghami *et al.* 2003), it interacts with several PB components (Coller *et al.* 2001), and it is a component of both yeast PB and SG (Buchan *et al.* 2008; Swisher and Parker 2010). Similar to previous studies, Dhh1−GFP appears cytoplasmically diffuse when cells are grown in media containing glucose but rapidly aggregates into cytoplasmic foci upon an acute stress of glucose depletion (Figure 1A). Cells grown in these two media were rapidly collected by vacuum filtration and flash frozen in liquid nitrogen to minimize induction of PB aggregation during the sample preparation. To best preserve PB subcomplexes and to avoid protein and RNA degradation, cells were lysed in this frozen state by planetary ball mill grinding in liquid nitrogen. Intact Dhh1−GFP foci were observed in the resulting supernatant by fluorescence microscopy. Finally, high yields of Dhh1−GFP complexes (>95% depleted from supernatant) were isolated under native conditions using high affinity anti-GFP antibodies coupled to protein-G magnetic beads.

Silver-stained gels of eluted proteins indicate an enrichment of Dhh1−GFP and associated proteins that are not observed in the control BY4741 sample (Figure 1B). Several core components of the mRNA decay complex (Pat1, Edc3, Dcp2, and Xrn1) copurified with Dhh1 based on their apparent molecular weights. The intensities of these major bands correlate well with their being some of the most abundant proteins in all Dhh1–GFP complexes as measured by mass spectral counts (below).

### Proteomic analysis of Dhh1−GFP complexes

To compare PB composition between different cell growth conditions, we analyzed a total of five Dhh1−GFP purifications (two from cells grown in +glucose media, three from −glucose media) by MS. There are a number of proteins that overlap between conditions but are not identified in all replicates of similar condition (*e.g.*, −glucose condition; Figure S2) suggesting that although the profile of major core proteins in Dhh1−GFP complexes appear similar on SDS-polyacrylamide gel electrophoresis, the less-abundant interacting proteins may vary between similar conditions. Therefore, we include in our final list proteins that were identified in any two of the five – and + glucose experiments. In total, we identified 270 proteins that were statistically significant by mass spectrometric analyses (Trans-Proteomic Pipeline; Keller *et al.* 2002; Nesvizhskii *et al.* 2003) and associated with Dhh1−GFP reproducibly in the biological replicates (*Materials and Methods*; Table S2). To filter out proteins that might bind nonspecifically to Dhh1−GFP, we use data from the Contaminant Repository for Affinity Purification to eliminate abundant proteins that have been commonly found to be associated with control GFP-bead IPs (Mellacheruvu *et al.* 2013; *Materials and Methods*, Table S2). Similar approaches have been used to filter common contaminants from yeast (Smith-Kinnaman *et al.* 2014) and mammalian (Wildburger *et al.* 2015) proteomic datasets.

In addition to these five purifications, two SILAC-based purification experiments, termed I-DIRT (Tackett *et al.* 2005), were conducted to further assess *in vivo* protein interactions with Dhh1−GFP. In this approach, coimmunoprecipitated proteins that were labeled with isotopically heavy amino acids from control cells without GFP can only associate with Dhh1−GFP during light- and heavy-labeled extract mixing *in vitro* (*Materials and Methods*). As shown in Figure S1 and Table S3, most PB proteins show strong interactions *in vivo* with Dhh1−GFP, with light:heavy peptide ratios greater than 50:50 (log2 XPRESS ratio > 0). Interestingly, some known PB components, including Dcp1 and Dcp2, appear to have neutral to low light:heavy peptide ratios, suggesting a dynamic exchange with the isolated Dhh1−GFP complexes, consistent with mammalian studies *in vivo* (Aizer *et al.* 2008). Therefore, we chose not to exclude proteins with light:heavy peptide ratios lower than 50:50, because these might include important components of the complex with dynamic exchange rates. Instead, we considered SILAC light:heavy peptide ratios higher than 50:50 as additional evidence supporting *in vivo* interactions. In total, we found that 130 of the 270 proteins in our final filtered list had SILAC ratios greater that 50:50.

### Proteins known to associate with PB

Of the total 270 Dhh1-interacting proteins, 17% have previously been linked to PB and SG (Table 1). Among this set, 16 proteins are considered core components of PB and/or SG (Buchan *et al.* 2010). Most known PB core components were identified (exceptions include the Ccr4/Pop2/Not1 complex and Scd6), and relative to all proteins co-isolated with Dhh1–GFP, the family of decapping proteins Dcp1, Dcp2, Edc3, Pat1, Lsm1-7, and exonuclease Xrn1, were the most abundant PB proteins (highest spectral counts) isolated from cells grown either in −glucose or +glucose media (Table S2). Similar to the SDS-polyacrylamide gel electrophoresis profile (Figure 1), the stoichiometry among these 12 core proteins relative to each other and to Dhh1 appeared very similar in both growth conditions, suggesting that an inherent Dhh1 core subcomplex exists regardless of the induction status of PB/SG foci. These results are consistent with previous studies showing that several core PB components, including Dhh1, can bind directly to each other by *in vitro* pull-down assays and can be coimmunoprecipitated even from cells grown in glucose supplemented media (Tharun *et al.* 2000; Coller *et al.* 2001; Kshirsagar and Parker 2004; Decker *et al.* 2007; Harigaya *et al.* 2010). Notably Lsm1, and not Lsm8, was identified along with the Lsm2-7 proteins in all of the purification replicates. Lsm1 binds to Lsm2-7 proteins and forms a cytoplasmic decapping complex that associates with PB, whereas Lsm8 forms another complex with Lsm2-7 that is recruited to the nucleus to perform splicing and processing of nucleolar and ribosomal RNA (Novotny *et al.* 2012). The absence of Lsm8 from our purifications suggests a preferential association of cytoplasmic Lsm1-7 complexes with Dhh1–GFP. Core SG proteins that interact with Dhh1–GFP (Cdc33, Pab1, Pbp1, Tif2) were also identified, but at lower abundance (by spectral counts) than core PB proteins (Table S2). Finally, 31 coisolated proteins are considered PB/SG-associated (Table 1) because they colocalize partially with PB/SG core proteins, or they affect PB/SG assembly (Balagopal and Parker 2009; Buchan and Parker 2009; Tkach *et al.* 2012; Buchan *et al.* 2013; Yang *et al.* 2014). Because of the dynamic interchange of components between PB and SG foci, we will henceforth denote Dhh1−GFP binding proteins as PB/SG. Thus, our results provide biochemical evidence for several proteins that were previously associated with PB or SG by only colocalization or genetic studies.

**Table 1:** Known PB and SG components coisolating with Dhh1–GFP

Category	References
Core PB/SG*^a^*	
Dcp1, Dcp2, Lsm1-7, Pat1, Xrn1	(Sheth and Parker 2003)
Cdc33 (eIF4E)	(Brengues and Parker 2007; Hoyle *et al.* 2007; Grousl *et al.* 2009)
Edc3	(Kshirsagar and Parker 2004; Decker *et al.* 2007)
Pab1	(Brengues and Parker 2007; Hoyle *et al.* 2007)
Pbp1	(Buchan *et al.* 2008)
Tif2 (eIF4A)	(Buchan *et al.* 2011)
PB/SG-associated	
Condition-specific colocalization*^b^*	
Edc1	(Dunckley *et al.* 2001)
Fun12 (eIF5b)	(Buchan *et al.* 2011)
Hrr25	(Shah *et al.* 2014)
Lsm12, Pbp4	(Swisher and Parker 2010)
Nab6, Sro9	(Mitchell *et al.* 2013)
Nam7	(Sheth and Parker 2006)
Prt1 (eIF3b), Rpg1 (eIF3a)	(Grousl *et al.* 2009; Buchan *et al.* 2011)
Puf3	(Lee *et al.* 2009; Mitchell *et al.* 2013)
Rpm2	(Stribinskis and Ramos 2007)
Sbp1	(Segal *et al.* 2006; Mitchell *et al.* 2013)
Sup35 (eRF3)	(Gilks *et al.* 2004; Buchan *et al.* 2008; Grousl *et al.* 2013)
Tef4 (eEF1Bg), Yef3 (eEF3)	(Grousl *et al.* 2013)
Vma2	(Buchan *et al.* 2013)
Ssa2,*^c^* Sis1,*^c^* Ydj1*^c^*	This study; (Walters *et al.* 2015)
Genetic and/or biochemical interactions with PB/SG proteins; no colocalization data	
Atp1, Cdc48,*^d^* Def1, Yra1	(Weidner *et al.* 2014)
Hsp104, Mkt1	(Tkach *et al.* 2012)
Stm1	(Balagopal and Parker 2009)
Ubp3*^d^*	(Rinnerthaler *et al.* 2013)
Affects assembly; no colocalization data	
Asc1*^d^*	(Arimoto *et al.* 2008; Tkach *et al.* 2012)
Gsp1, Sse1	(Yang *et al.* 2014)

Alternate names are listed in parentheses; PB, P-body; SG, stress granule.

a Conserved in yeast and mammals; constitutive localization; in many cases, PB and SG proteins overlap in the same foci.

b Localization to PB/SG depending on stress conditions, in certain mutants, or overexpressing conditions.

c Affects assembly/disassembly of PB/SG.

d Only mammalian homolog shown to colocalize with mammalian core proteins.

One of the most enriched categories of cellular components from our list of 270 Dhh1-associated proteins was a set of ribosomal proteins (structural constituent of ribosome, 81 total; hypergeometric *p*-value = 1 × 10^−44^). This result is consistent with several studies showing a close association between ribosomes and PB components, including Dhh1 (Kressler *et al.* 1997; Bonnerot *et al.* 2000; Hu *et al.* 2009; Drummond *et al.* 2011; Sweet *et al.* 2012; Cougot *et al.* 2012). Components of both the 40S and 60S subunits were identified, including Rps30A and Rpl16A (Table S2), which have been reported to bind Dhh1 (Drummond *et al.* 2011; Sweet *et al.* 2012). More than 35% (n = 94; Table S4) of the Dhh1–GFP-interacting proteins are nonribosomal RNA-binding proteins (RBP) that are part of RNP granules (*P* = 2 × 10^−17^) (PB and SG) and RNP complexes (*P* = 2 × 10^−52^). These include other preribosomal, polysomal, nucleolar, and translation associated proteins (Figure 2A, Table S4). In addition to their known targets of ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), or small nucleolar RNAs for ribosome biogenesis, or their role in other cellular functions such as vacuolar trafficking or glycolysis, many of the 94 nonribosomal RBP have recently been found to bind mRNA (Hogan *et al.* 2008; Scherrer *et al.* 2010; Tsvetanova *et al.* 2010; Mitchell *et al.* 2013). Thus, affinity purifying Dhh1 under native condition has allowed us to isolate the core PB subcomplexes along with many PB/SG associated proteins known for their role in mRNA binding and translational functions.

**Figure 2:**
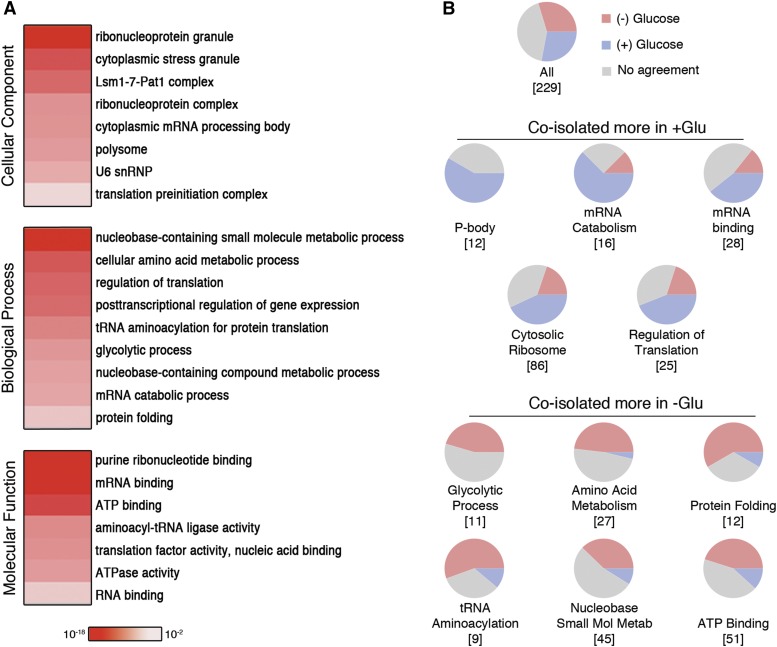
Protein constituents of Dhh1−GFP complexes. (A) Gene ontology (GO) enrichment represented as heatmap of 189 nonribosomal Dhh1−GFP-interacting proteins. Color intensity corresponds to the *p*-value from the hypergeometric test after correcting for multiple hypothesis testing. (B) Condition-specific coisolation of protein subsets with Dhh1−GFP. Pie charts show the proportion of proteins in each GO category that reproducibly change in abundance when coisolated with Dhh1−GFP from different growth conditions. Protein abundance was determined by the use of APEX-normalized spectral counts and further normalized to the level of Dhh1−GFP. Proteins that are reproducibly more abundant when coisolated with Dhh1−GFP from cells grown in +glucose are shown in blue, those reproducibly more abundant when coisolated from cells grown in −glucose are shown in red, or where there is no agreement between replicates in gray. The total number of proteins from each category measured in both spectral count experiments is indicated in square brackets.

### Metabolic enzymes, tRNA synthases, and protein chaperones

In addition to known RNA granule, ribosomal, and RNA binding-proteins, the 189 nonribosomal proteins were enriched for several other functional classes. One class included proteins associated with metabolic and biosynthetic processes, in particular proteins annotated as binding ATP (*e.g.*, “nucleobase-containing small molecule metabolic process,” *P* = 7 × 10^−18^) (Figure 2A). Approximately 43% of the proteins included in this latter GO category are also RBP (Table S4). Other related GO processes include cellular amino acid metabolism (*P* = 8 × 10^−12^), glycolysis (*P* = 4 × 10^−7^), protein folding (*P* = 6 × 10^−4^), and tRNA aminoacylation (*P* = 2 × 10^−8^). Because proteins in these classes have been shown to localize to cellular foci in response to stresses such as DNA replication inhibition, acute glucose depletion, and stationary phase starvation (Narayanaswamy *et al.* 2009; Tkach *et al.* 2012; Mitchell *et al.* 2013), we wondered how many of our 270 Dhh1-associated proteins had evidence of stress-dependent localization to cellular foci. Of our 270 Dhh1-GFP-associated proteins, 55 had been reported in the literature to form foci in at least one of the three stress conditions (Table S6). These included 27 of the known PB/SG components in our list. Of the remaining 28 Dhh1−GFP interactors that had not previously been shown to colocalize with PB/SG proteins, 24 proteins, including metabolic enzymes, tRNA synthetases, and protein chaperones, had been shown to form foci only in stationary phase cells. Taken together, these findings suggest that a subset of proteins that respond to stress by re-localizing to foci interact with Dhh1–GFP and are thus new candidates for PB/SG-associated components.

### Proteins that preferentially associate with Dhh1−GFP in the PB-induced state

To compare the composition of the Dhh1 complex in the two different cell growth conditions, we analyzed pairs of Dhh1–GFP immunoisolations from −glucose and +glucose media detected by MS using the same instrument on the same day to reduce technical variability. We used the APEX program (Braisted *et al.* 2008; Vogel and Marcotte 2008) to determine the normalized spectral count for each protein as an indication of their relative abundance in the protein purification (*Materials and Methods*). APEX spectral count scores for each protein were further normalized to the APEX spectral count of Dhh1–GFP itself measured in the same sample, and the ratio of normalized scores from pairwise −glucose to +glucose samples was generated as a measure of the extent to which each protein is preferentially associated with Dhh1–GFP in the −glucose condition (PB induced) (Table S5). Of all pairwise comparisons, 64 proteins had scores consistent with higher levels in the +glucose condition and 68 proteins had scores consistent with higher levels in the −glucose condition. The set of proteins predicted to be associated with Dhh1 more in the +glucose condition had significant enrichment for the GO categories of RNA catabolism, regulation of translation, and ribosome. In contrast, those predicted to associate at higher levels in the −glucose condition (PB induced) were significantly enriched for glycolysis, amino acid metabolism, protein folding, tRNA animoacylation (tRNA synthetases), and ATP-binding (Figure 2B). These results suggest that the induced state of PB tends to accumulate similar classes of PB/SG components that respond to stress by relocalizing to foci.

We further examined the condition-specific association of each protein to Dhh1–GFP by using APEX scores described previously (Table S5) with their SAINT probability scores calculated separately for each growth condition (Table S2). Of the proteins already shown to be preferentially enriched in either –glucose or +glucose by APEX score analyses, we further filtered for those with SAINT scores greater than 0.6 in one condition of the same trend and lower than 0.4 in the other (Table 2). In total, 16 proteins are coisolated more with Dhh1–GFP in the –glucose condition and six in the +glucose condition. Of note, the SG core protein Cdc33 is only coisolated with Dhh1–GFP in the –glucose condition, consistent with previous SG colocalization studies (Swisher and Parker 2010). This filtered list reveals similar GO-annotated classes of proteins as the larger list from Figure 2B including proteins involved in amino acid metabolism, tRNA synthetases, and protein folding.

**Table 2:** Proteins coisolated with Dhh1–GFP in specific conditions

Protein	Conditional Enrichment (APEX Scores)*^a^*	SAINT Probability Scores*^b^*		GO Category*^c^*	Biological Functions
		*−Glu*	*+Glu*		
Bat1	−Glu	1.00	0.00	Amino acid metabolism	Mitochondrial branched-chain amino acid (BCAA) aminotransferase
Gln1	−Glu	1.00	0.00	Amino acid metabolism	Glutamine synthetase (GS)
Hom6	−Glu	0.67	0.00	Amino acid metabolism	Homoserine dehydrogenase (L-homoserine:NADP oxidoreductase)
Met6	−Glu	1.00	0.00	Amino acid metabolism	Cobalamin-independent methionine synthase
Ura2	−Glu	0.70	0.00	Amino acid metabolism	Bifunctional carbamoylphosphate synthetase/aspartate transcarbamylase
Ahp1	−Glu	1.00	0.00	Antioxidant activity	Thiol-specific peroxiredoxin
Cdc48	−Glu	1.00	0.00	ATP binding	AAA ATPase
Sec31	−Glu	1.00	0.00	COPII vesicle coat	Component of the Sec13p-Sec31p complex of the COPII vesicle coat
Ipp1	−Glu	1.00	0.00	Nucleobase small mol metab	Cytoplasmic inorganic pyrophosphatase (PPase)
Ssb2	−Glu	0.67	0.00	Protein folding	Cytoplasmic ATPase that is a ribosome-associated molecular chaperone
Tsa1	−Glu	0.67	0.00	Protein folding	Thioredoxin peroxidase
Ydj1	−Glu	0.65	0.00	Protein folding	Type I HSP40 co-chaperone
Cdc33	−Glu	0.67	0.00	Stress granule	mRNA cap binding protein and translation initiation factor eIF4E
Dps1	−Glu	1.00	0.00	tRNA aminoacylation	Aspartyl-tRNA synthetase, primarily cytoplasmic
Krs1	−Glu	0.67	0.00	tRNA aminoacylation	Lysyl-tRNA synthetase
Mes1	−Glu	1.00	0.00	tRNA aminoacylation	Methionyl-tRNA synthetase
Ask10	+Glu	0.33	0.98	Glycerol transport	Regulator of the Fps1p glycerol channel
Pet130	+Glu	0.33	1.00	Mitochondrion	Protein required for respiratory growth
Rrg1	+Glu	0.33	1.00	Mitochondrion	Protein of unknown function; Required for Respiratory Growth
Dbp3	+Glu	0.24	0.56	Ribosome biogenesis	RNA-Dependent ATPase, member of DExD/H-box family
Nop2	+Glu	0.33	0.91	Ribosome biogenesis	rRNA m5C methyltransferase
Rpc40	+Glu	0.40	0.99	Ribosome biogenesis	RNA polymerase subunit AC40

GO, Gene Ontology.

a From Table S5.

b From Table S2.

c Same as in some of the GO categories listed on Figure 2.

### Enrichment of proteins with LC and prion domains in yeast RNP granules

Studies in mammalian cells have identified LC regions as a common feature of many RBP and demonstrated the importance of these regions for both RNP granule aggregation and RNA retention (Han *et al.* 2012; Kato *et al.* 2012; Castello *et al.* 2012). We tested whether our set of Dhh1-associated proteins contained LC domains by two orthogonal approaches. First, we searched the set of 5887 ORFs annotated in the yeast genome database for LC sequences of at least 35 residues using the SEG algorithm (Wootton 1994) and found that 390 proteins meet these criteria (Table S7). Similar to the findings in mammalian systems (Kato *et al.* 2012), these proteins are strongly enriched for mRNA binding functions (*P* = 3 × 10^−10^) and regulation of gene expression (2 × 10^−13^). Second, we considered a set of 178 yeast proteins predicted by Alberti *et al.* (2009) that contain putative prion-like domains. Protein−protein interactions via prion-like Q/N-rich domains, a specialized class of LC domains, have been shown to be essential for PB and SG aggregation (Gilks *et al.* 2004; Decker *et al.* 2007; Reijns *et al.* 2008). Both lists (390 LC and 178 prion) share 72 proteins in common (*P* = 1.6 × 10^−44^), suggesting that these approaches identify similar protein sequence features (Table S7).

Of the 390 proteins predicted to contain LC domains, 25 were coisolated with Dhh1–GFP (*P* = 9 × 10^−3^). Of the 178 proteins predicted to contain putative prion domains, 18 were coisolated with Dhh1–GFP (*P* = 1 × 10^−4^). In total, we found that 35 Dhh1–GFP interactors contained predicted LC or prion-like domains, including 8 proteins that were in both sets. Of these 35 proteins, 24 are known RBP and the most significantly enriched GO categories include mRNA binding, RNP granule, and RNP complex (Table S7). These results are consistent with mammalian studies demonstrating that proteins containing LC regions are highly represented in yeast RNP granules such as PB and SG.

### Ydj1 regulates Dhh1–GFP foci formation under acute glucose depletion stress

We identified 17 protein chaperones that coisolate with Dhh1–GFP, including components of the CCT/TRiC chaperonin complex and members of the Hsp40, Hsp70, and Hsp90 families. Members of these chaperone families have been shown to be involved in PB/SG assembly by regulating the interactions between Q/N domain proteins and prion proteins (Gilks *et al.* 2004; Rikhvanov *et al.* 2007; Matsumoto *et al.* 2011; Nadler-Holly *et al.* 2012). Given that a significant number of proteins co-isolating with Dhh1–GFP also contain putative LC/prion domains, we tested whether any of the chaperones identified might be involved in regulating the aggregation of PB/SG foci. Because protein chaperones as a group are also associated with Dhh1–GFP at a higher level in cells grown in −glucose media (PB-induced condition) (Figure 2B), we focused on this condition.

The Hsp40 family protein Ydj1 has an LC domain (Table S7), binds Q/N-prion domain proteins (Summers *et al.* 2009), and in our proteomic studies associates with Dhh1−GFP only in the glucose depleted condition (Table 2 and Table S5). To test the effects of Ydj1 on PB assembly, we examined the ability of Dhh1–GFP, Lsm1-GFP or Edc3-GFP to localize to cytoplasmic foci in a *ydj1*∆ mutant background. In contrast to wild-type cells, Dhh1–GFP or Lsm1-GFP foci formation are defective in *ydj1*∆ mutant cells that are grown in glucose-depleted media (Figure 3A). The formation of Dhh1–GFP or Lsm1-GFP foci when cells were grown to saturation, another PB inducing condition, also was drastically reduced in the *ydj1*∆ mutant background. In contrast, the loss of *YDJ1* had minimal effects on Edc3-GFP aggregation (Figure 3A). We also tested whether deletion of other members of the Hsp70, Hsp90 and Hsp110 families, including *ssa1*∆, *ssa2*∆, *hsc82*∆, *hsp82*∆, or *hsp104*∆, affected the stress induction of Dhh1–GFP foci and found that Dhh1–GFP foci formation to be the same as wild-type in all these mutant backgrounds (Figure S3). The Dhh1−GFP foci assembly defect in *ydj1*∆ mutant (YAD557) was complemented by plasmids containing a wild-type copy of *YDJ1*, but not any of the other related protein chaperones tested (Figure 3, B and C). We also examined the effects of the *ydj1*∆ mutation on protein levels of Dhh1–GFP, Lsm1-GFP or Edc3-GFP, and found that in all three cases the protein levels are decreased to about 20% of the levels in wild-type cells (Figure S4A). Reintroducing the wild-type *YDJ1* did not restore Dhh1–GFP level to that of wild-type (Figure S4B). This result suggests that the interplay between *YDJ1*, protein levels, and RNA granule assembly is complex and not fully resolved by these experiments. The interpretation of these data may be confounded by the differences between the expression of *YDJ1* from the plasmid *vs.* the endogenous chromosomal locus. Furthermore, there may be a residual epigenetic effect of the deletion of *ydj1* that has not been addressed by the complementation; Ydj1 is known to be central in prion formation and propagation (Summers *et al.* 2009). It is also possible that when wild-type *YDJ1* is introduced, the levels of Lsm1 or Edc3 in the *ydj1*∆ strain that expresses Dhh1–GFP are restored enough to drive Dhh1–GFP foci assembly. Taken together, these results suggest that Ydj1 is required for the formation of Dhh1- and Lsm1-containing cytoplasmic foci in response to glucose limitation stress.

**Figure 3:**
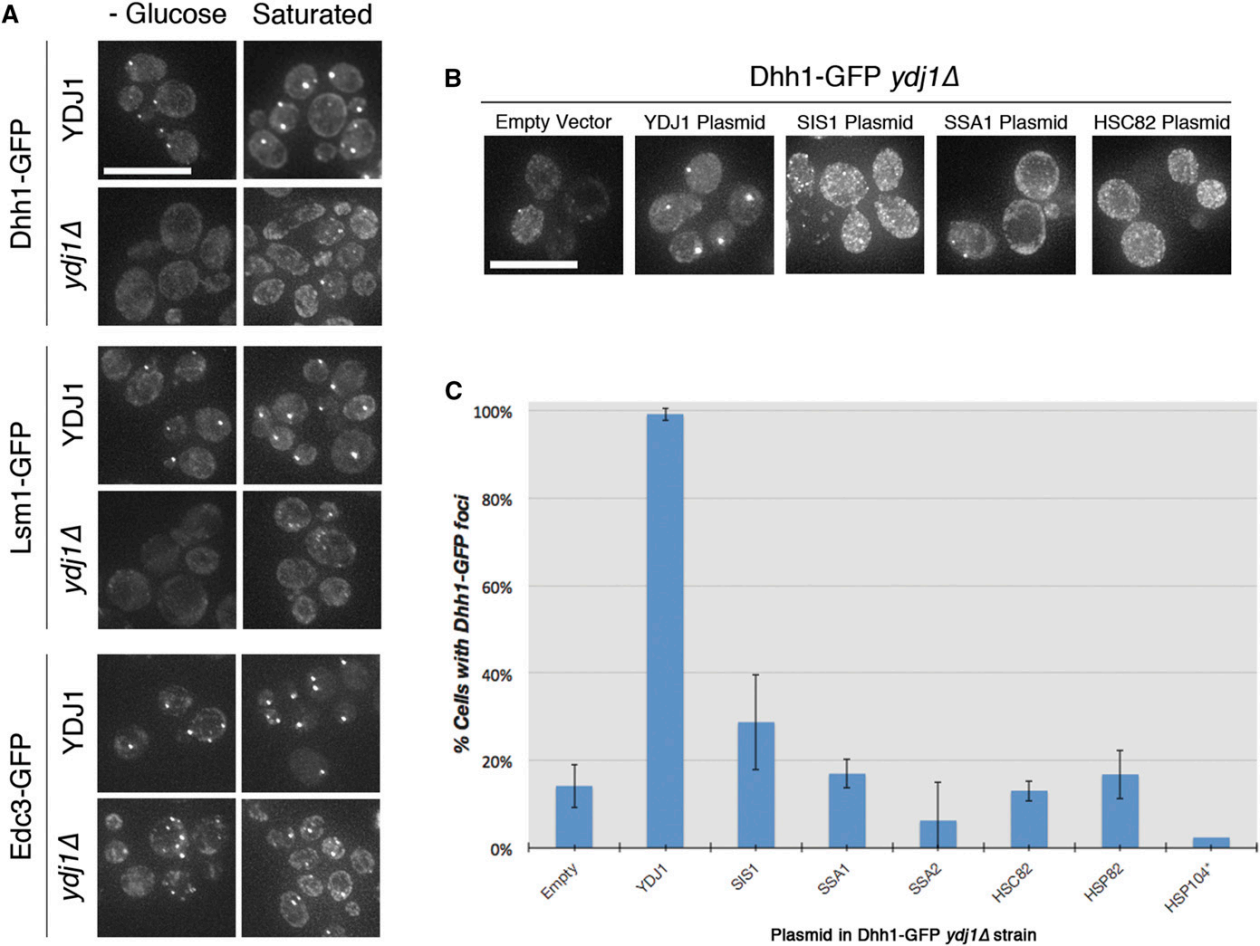
Ydj1 is necessary for the formation of PB foci. (A) Fluorescence microscopic images of Dhh1−GFP, Lsm1−GFP, or Edc3−GFP in wild-type (*YDJ1*) or mutant (*ydj1∆*) cells after a 30-min glucose depletion, or overnight culture. Scale bar = 10 µm. (B) Microscopic images of Dhh1−GFP in *ydj1∆* mutants transformed with centromere-containing plasmids harboring the corresponding genes. All strains were induced to form foci by 30 min of glucose depletion. Scale bar = 10 µm. (C) Quantitation of the percent of cells with at least 2 Dhh1−GFP foci after 30 min of glucose depletion for the strains in (B). Data presented are the average of at least two replicate experiments in which a minimum of 40 cells were counted. Error bars represent the standard deviation of the replicate measurements. (*only 1 replicate quantified for Hsp104.)

### Analysis of RNA associated with Dhh1−GFP complexes

Because PB are known to depend on the presence of RNA for their integrity (Teixeira *et al.* 2005), we isolated RNA in parallel from each Dhh1–GFP immunopurified samples analyzed by MS. 

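The RNA data analyzed here came from 6 Dhh1–GFP preparations, 2 from cells grown in 2% glucose (+glucose) and 4 from cells held for 30 min in 0% glucose (−glucose). RNA taken from the lysate before immunopurification (total RNA, 5 µg) and RNA from the immunopurified complexes (IP RNA, 0.2 µg) were hybridized to separate arrays. This gave 12 arrays on 4 slides, with both arrays of a preparation on the same slide. The mock IP of GFP alone was not analyzed here, so transcripts that also copurify with GFP alone were not removed from the values reported here. The arrays have 1 color. Unlabeled RNA forms an RNA:DNA hybrid with the probe, the S9.6 antibody binds the hybrid, and a Cy3-labeled secondary antibody gives the signal. The authors deposited the brightness of each spot as the Agilent software read it, without scaling between arrays. The arrays name 10174 transcripts, of which 6638 have ORF names and 10170 have 3 probes. On the total RNA arrays the median probe had a raw signal between 469 and 2045, which is 16.7 to 62.8 times the median of the 1559 features that have no homology to yeast. On the IP arrays this ratio was 19.6 and 2.95 in +glucose preparations 1 and 2. It was 3.92, 3.50, 3.81, and 8.83 in −glucose preparations 1 to 4. Between 84.6% and 95.0% of probes were well above background on the total RNA arrays, and between 65.4% and 88.6% on the IP arrays. As the methods describe, the median of the 1559 features was subtracted, the signal was log2 transformed, each pair of total and IP arrays was normalized by cyclic loess, and the probes of a transcript were averaged. Signals under 1 after the subtraction were set to 1, which applied to 1.91% to 13.4% of probes on the IP arrays and 0.583% to 2.27% on the total RNA arrays. A transcript was kept in a preparation when most of its probes were well above background on the total RNA array, and no probe of these arrays carries a saturation mark. The paper's text gives no cutoff for its own threshold on low, variable, and saturated transcripts, and the filter changes the number of transcripts found. The table of log2 values that the authors deposited has no total RNA value for 89.3% of the 214 transcripts with a total RNA signal over 17, which the filter used here keeps.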

To facilitate the quantification of strand-specific transcripts in a manner that was independent on their polyadenylation status and not biased by the amplification protocol, we hybridized RNA directly to a custom DNA microarray and measured RNA abundance by using an antibody specific for RNA:DNA hybrids (Hu *et al.* 2006; Dutrow *et al.* 2008). 

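For each preparation, normalized log2 IP RNA signal was regressed on normalized log2 total RNA signal over the 8484 to 9672 transcripts that passed the filter. The slopes were between 0.94 and 0.97, R² was between 0.815 and 0.903, and the residual SD was between 1.11 and 1.48 on the log2 scale. The upper bound was taken as that of the two-sided 95% prediction interval, which lay 2.17 to 2.90 above the line. In the +glucose IPs, 222 and 309 transcripts lay above it. In the −glucose IPs the numbers were 178, 226, 127, and 219, and the median of the 6 IPs was 220.5. Below the lower bound of the same interval lay 270 and 218 transcripts in the +glucose IPs and 238, 300, 256, and 300 in the −glucose IPs. The median number above the bound moved most with the bound itself, to 80 with a 99% bound and 340.5 with a one-sided 95% bound. It was 82.5 when only transcripts with a normalized log2 total RNA signal from 8 to 15 were used, about the range drawn in Figure 4A. The difference between IP and total RNA was also tested across preparations with limma over the 8942 transcripts that passed the filter in at least 4 of them. At a Benjamini-Hochberg adjusted p of 0.05, 1602 transcripts were higher in the IP and 2033 were lower. Scaling each array to its 75th percentile in place of cyclic loess gave 2031 higher and 1165 lower. Without +glucose preparation 2 the test gave 719 higher and 874 lower.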

Transcripts were considered enriched in the IP if they were above the 95% confidence interval of a linear regression between the normalized signal from matched IP and total RNA samples (Figure 4A). 

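Among the 9502 transcripts that passed the filter in at least 2 preparations, 275 were above the bound in at least 2 of the 6 IPs. Of these, 117 were above it in exactly 2 IPs, 69 in 3, 44 in 4, 33 in 5, and 12 in all 6. When the calls of each IP were shuffled among the transcripts that passed there, 10000 times, 67.1 transcripts on average and at most 98 reached 2 IPs. The bound moved the count most. A one-sided 95% bound gave 465 transcripts and a 99% bound gave 101. With the log2 values that the authors deposited, 175 transcripts were above the bound in at least 2 IPs. The 10 transcripts with the largest mean standardized residual (the residual from the line divided by its SD) were, from the highest, PAT1, SUT1264, SUT1168, SUT2434, YOR309C, SUT2357, SUT1593, SUT1278, SUT1418, and RDN25-1. Their mean residuals over the 6 IPs, which include preparations in which a transcript did not pass the filter, were between 4.09 and 5.28 on the log2 scale. PAT1, YOR309C, and RDN25-1 passed the filter and were above the bound in 6 of 6 IPs. The 7 SUTs passed the filter in 3 or 4 preparations, all −glucose, and were above the bound in 2 or 3 of these. The filter thus allowed no call for them in a +glucose IP. With the filter not passed, their residuals were −0.49 to 4.57 in +glucose preparation 1 and 5.95 to 8.05 in +glucose preparation 2. Over the preparations that each passed, a mean chosen after the values were seen, they lay at 4.18 to 4.82, and SUT1278 ranked 12. SUT1264, SUT1168, SUT2434, and SUT1418 have probes that share at least 20 bases with one another. In the deposited table, 5 of the 7 SUTs have a value in 1 preparation, and SUT2434 and SUT2357 in none.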

Using this method, we identified 79 transcripts that copurified with Dhh1–GFP in more than one biological replicate but not in the mock sample which immunoprecipitated GFP alone (Table S8). The majority of these 79 transcripts are significantly enriched for noncoding RNAs, including dubious ORF transcripts, cryptic unannotated transcript, stable unannotated transcript (Xu *et al.* 2009), and meiotic unannotated transcript (Lardenois *et al.* 2011) (Figure 4B). 

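Classes were assigned from the transcripts' names. Of the 275 enriched transcripts, 165 (60.0%) had noncoding names, against 3127 of the 9502 background transcripts (32.9%), an odds ratio of 3.17 (two-sided Fisher's exact test, p = 1.2e-20). The enriched transcripts comprised 61 SUTs, 17 CUTs, 27 MUTs, 29 tRNAs, 9 rRNAs, 18 Ty and LTR transcripts, 2 snoRNAs or snRNAs, 2 other noncoding RNAs, and 110 ORFs. Each of the 9 classes was tested against the rest with Fisher's exact test and Benjamini-Hochberg adjustment over the classes, counting each transcript once, although 65 of the 275 share probe sequence with another. SUTs had an odds ratio of 1.79 and MUTs of 2.30 (adjusted p = 4.1e-04 for each). The odds ratio was 18.6 for tRNAs (adjusted p = 1.1e-22) and 62.3 for rRNAs (adjusted p = 6.6e-11). The tRNAs went both ways, since 43 of the 87 were below the lower bound in at least 2 IPs, 24 of them mitochondrial. The enriched tRNAs and rRNAs had a median total RNA signal of 17.5 (log2), against 8.85 for the background. Saturation of the total RNA array could act on such bright transcripts and was not tested. CUTs were not overrepresented, with an odds ratio of 0.633 (adjusted p = 0.0863). SUTs, CUTs, and MUTs made up 14.0%, 9.33%, and 4.67% of the background. Together they made up 38.2% of the enriched transcripts, but 9.95% with normexp background correction and 22.0% with a floor of 16. As a group they were thus not overrepresented in those settings. The group's share was highest, 45.5%, with the 99% bound. The arrays do not mark dubious ORFs, so ORF names missing from the RefSeq gene table (assembly R64) were counted in their place. They made up 39 of the 110 enriched ORFs and 495 of the 6375 in the background, an odds ratio of 6.99 (two-sided Fisher's exact test, p = 6.4e-17). Noncoding names were also frequent on the other side of the line, at 296 of the 360 transcripts (82.2%) below the lower bound in at least 2 IPs. Stratified over 10 bins of total RNA signal (Mantel-Haenszel estimate), the odds ratio among enriched transcripts was 1.99, and it was 1.34 without tRNAs and rRNAs. The noncoding share ranged from 29.1% with total RNA signals of 8 to 15, where the background share was 11%, to 72.3% with the 99% bound. With the deposited values it was 35.4% against a background of 24.3%.

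**Figure D1:**
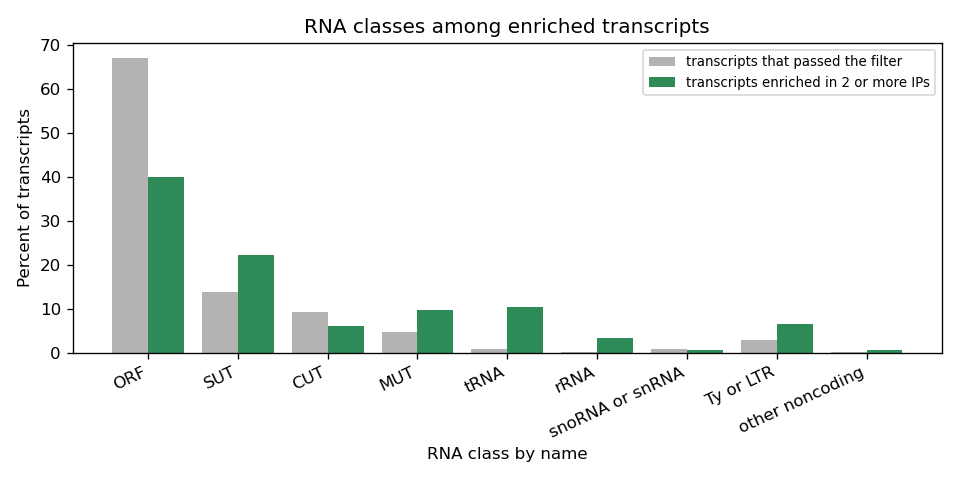
Share of each RNA class, as percent of transcripts on the y-axis, among the transcripts that passed the filter in at least 2 preparations (gray bars, 9502 transcripts) and among those enriched in 2 or more IPs (green bars, 275 transcripts). ORFs fall from 67.1% of the background to 40.0% of the enriched transcripts, SUTs go from 14.0% to 22.2%, and tRNAs from 0.916% to 10.5%.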

We also detect evidence of enrichment of Ty retroelements, along with proteins encoded by Ty elements, consistent with Ty association with PB (Checkley *et al.* 2010). 

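The arrays carry 305 Ty and LTR transcripts, and 275 of these passed the filter in at least 2 preparations. The set holds the names of elements and LTRs only. A gene of a Ty element that has an ORF name counts as an ORF here, so the set does not cover such genes. In each preparation the median residual of the set was compared with the median of all other transcripts. The difference was 0.50 ± 0.76 on the log2 scale (SD, n = 6) and above 0 in 4 of 6 preparations (exact two-sided sign-flip permutation test, p = 0.1875, where 6 preparations allow 0.031 at the smallest). It was 0.88 and 1.72 in the +glucose preparations and −0.41, −0.07, 0.69, and 0.21 in the −glucose preparations. In 18 of these transcripts, all LTRs, the signal was above the bound in at least 2 IPs, an odds ratio of 2.44 against all other transcripts (two-sided Fisher's exact test, adjusted over the 9 classes, p = 0.00197). Of the 18, 8 share probe sequence with one another and are not separate measurements, which this test does not take into account, and 14 were above the bound in the +glucose IPs alone. YFRCdelta9 and YERWdelta21, named here after their values were seen, were above it in 4 IPs each, 1 +glucose and 3 −glucose. The set was then divided, also after its values were seen, into full-length Ty elements and LTRs. The 49 full-length elements that passed the filter differed from the other transcripts by 1.21 ± 0.50 (SD, n = 6), above 0 in 6 of 6 preparations (same exact test, p = 0.031), although none was above the bound in at least 2 IPs. Their total RNA signal was among the brightest, with a median of 16.91 (log2). Against the 20 ORFs nearest in total RNA signal, the 8 elements under a signal of 15 lay higher by 1.08 ± 0.34 and the 41 others by 0.26 ± 0.17 (SD, n = 6; same exact test, p = 0.031 and 0.0625). For LTRs the difference was 0.41 ± 0.96 (SD, n = 6; same exact test, p = 0.344).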

Although the majority of identified transcripts are noncoding, we did not detect coenrichment of related transcripts, *e.g.*, pairs of sense and antisense transcripts, which would suggest a regulatory role.

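The RefSeq gene table (assembly R64) places 36 pairs of overlapping genes on opposite strands in which both transcripts passed the filter. In 0 of the 36 pairs were both transcripts enriched, and in 0 was 1 of them. Only 110 of 6375 ORFs were enriched, so 36 pairs are too few to expect a pair with both, and the 0 does not decide. Of the 110, 39 are missing from the gene table and could not enter these pairs. The positions of SUTs, CUTs, and MUTs were not used here, so antisense partners among them were not examined by position. Probe sequences of the enriched transcripts were also compared for stretches of at least 20 shared bases. On opposite strands, 2 pairs shared such a stretch, tG(GCC)B with YPR159C-A and YLRCdelta21 with YMR046W-A, which are named here after their values were seen. They were above the bound in 5 and 4 IPs and in 2 and 3 IPs, respectively. On the same strand, 95 pairs among 65 enriched transcripts shared such a stretch, in 20 groups of up to 9 transcripts, so the members of a group are not separate measurements.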

**Figure 4:**
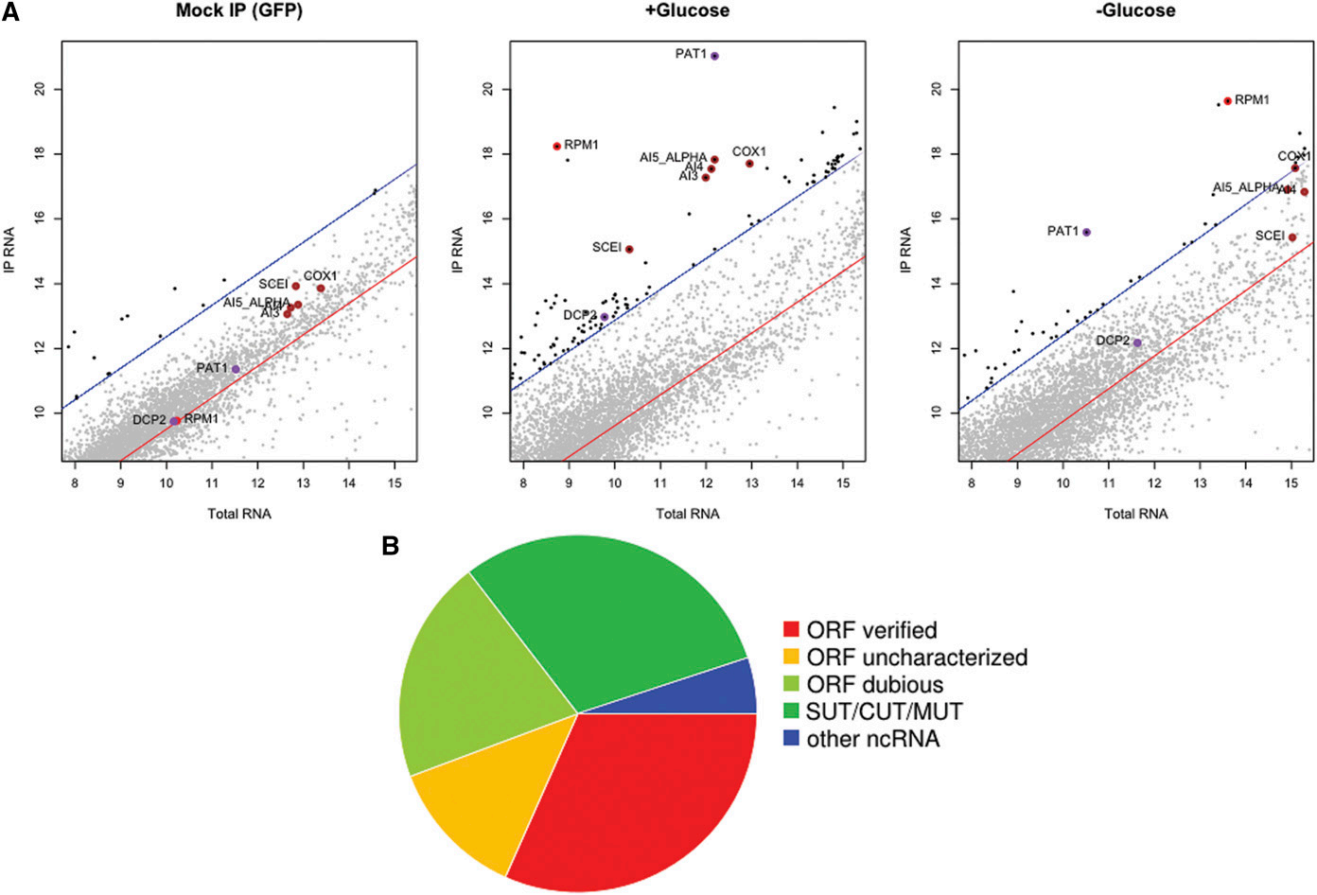
Analysis of RNA isolated in Dhh1−GFP complexes. (A) Representative microarray data from a mock immunoprecipitation (IP; green fluorescent protein alone) as well as Dhh1−GFP immunoisolations from a +glucose and a −glucose condition. The x-axis in each plot is the log-transformed, normalized array intensity for input (total) RNA, and the y-axis is the log-transformed, normalized array intensity for IP RNA. In each plot, the red line is a linear regression between the signals from the IP and total RNA, and the blue lines correspond to the 95% confidence interval. Transcripts above 95% confidence interval are considered enriched (and shaded black). Specific transcripts that are enriched and discussed in the text are highlighted and labeled (red, *RPM1*; brown, mitochondrial introns; purple, *PAT1* and *DCP2*). (B) The proportion of each RNA class within the total identified 79 transcripts. ORF, open reading frame; SUT, stable unannotated transcript; CUT, cryptic unannotated transcript; MUT, meiotic unannotated transcript.

Interestingly, the most enriched transcript in every Dhh1–GFP IP replicate is the mRNA encoding the PB protein Pat1 (Figure 4 and Figure S5B). mRNA encoding Dcp2 is also enriched, but not to the same extent as the *PAT1* mRNA (Figure 4A). 

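PAT1 (YCR077C) lay 5.28 ± 1.43 above the regression line on the log2 scale (SD, n = 6; exact two-sided sign-flip permutation test, p = 0.031, the smallest that 6 IPs allow) and was above the bound in 6 of 6 IPs. Its residuals were 4.83 and 7.90 in the +glucose IPs and 4.99, 4.99, 5.42, and 3.57 in the −glucose IPs. Ranked by residual among the transcripts that passed the filter in each preparation, PAT1 held ranks 6 and 3 in the +glucose IPs and ranks 24, 19, 4, and 10 in the −glucose IPs. With the log2 values that the authors deposited, the ranks were 1 and 2, and 4, 1, 3, and 2. Its mean standardized residual, 4.11, was the largest among the enriched transcripts, with the spot means and with the deposited values alike. DCP2 (YNL118C) had a mean residual of 1.96 ± 1.02 (SD, n = 6; same exact test, p = 0.031), below that of PAT1 in each of the 6 IPs. It was above the bound in 2 IPs, both +glucose, at 2.85 and 3.53, and its rank in the 6 IPs lay between 104 and 1854. DCP2 was above the bound in 0 IPs with the 99% bound, in 1 with scaling to the 75th percentile, and in 3 with normexp background correction. In limma's test of IP minus total RNA, the difference was 5.27 for PAT1 (standard error 0.41, adjusted p = 1.5e-04) and 2.05 for DCP2 (standard error 0.21, adjusted p = 4.8e-04). The enrichment without glucose minus that with glucose was −1.56 for PAT1 (limma, adjusted p = 0.332) and −1.93 for DCP2 (limma, adjusted p = 0.168), so no difference between the conditions was detected. ACT1, the negative control of Figure S5, lay at −0.72 ± 0.38 (SD, n = 6) and DHH1, the mRNA of the tagged protein, at 0.57 ± 0.26 (SD, n = 6), and neither was above the bound in any IP.

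**Figure D2:**
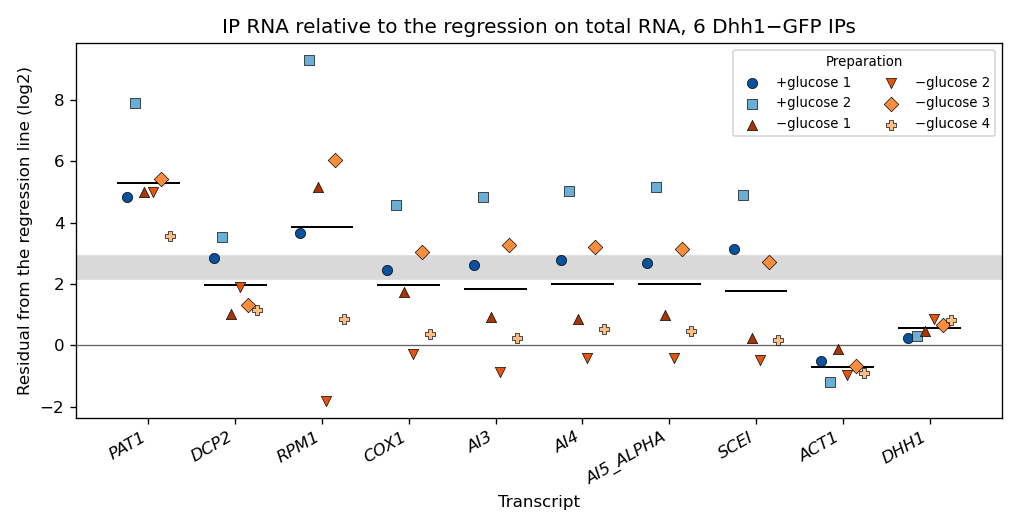
Residual of the IP RNA signal from the regression on total RNA signal (y-axis, log2) for 10 transcripts (x-axis) in the 6 Dhh1–GFP preparations. Each symbol is 1 preparation, the black bars are means, and the gray band spans the upper bounds of the 6 regressions, from 2.17 to 2.90. PAT1 lies above the band in every preparation, while RPM1 runs from −1.80 to 9.29.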

Pat1 and Dcp2 are among the most abundant PB proteins in the Dhh1−GFP purification. Coenrichment of both protein and mRNA could occur if nascent translation products remain associated with the mRNA on polysomes or if the protein regulates its cognate transcript (Pullmann *et al.* 2007). 

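Table S2 lists 270 Dhh1–GFP-interacting proteins, and 269 of their mRNAs are on the array and passed the filter in at least 2 preparations. The median residual of this set minus that of all other transcripts was 0.07 ± 0.27 on the log2 scale (SD, n = 6), above 0 in 4 of 6 preparations (exact two-sided sign-flip permutation test, p = 0.5625). With quantile normalization in place of cyclic loess the difference was 0.42 (same exact test, p = 0.031), and without −glucose preparation 1 it was −0.02 (same exact test, p = 0.9375). Of the list, 4 mRNAs (1.49%) were enriched in at least 2 IPs, against 1.74% of the other ORFs, an odds ratio of 0.854 (two-sided Fisher's exact test, p = 1). These were PAT1, DCP2, FUN12 in 3 IPs, and EBP2 in 2 IPs, of which FUN12 and EBP2 are named here after their values were seen. The number was highest, 16, with normexp background correction. It was 2 with the 99% bound, with 3 IPs required, and without +glucose preparation 1. Which proteins were found in which IP was not used here, so these counts are of mRNAs of the list in any IP.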

Of all the 270 Dhh1−GFP-interacting proteins, only nine mRNAs are found together with their cognate proteins in the same IP replicate (Figure S6), suggesting that transcripts generally are not isolated together with their cognate proteins in these IPs. Pat1 is unique among the PB core proteins in that it can be shuttled between the nucleus to cytoplasm, and this localization depends on associating with PB proteins Lsm1 and Dhh1 (Teixeira and Parker 2007; Hurto and Hopper 2011; Bahassou-Benamri *et al.* 2013), suggesting Pat1 has a nuclear function that may not be directly associated with PB. This finding would be consistent with the behavior of the vertebrate paralog Pat1a, which localizes poorly to PB and has a separate function from the more conserved Pat1b protein (Marnef and Standart 2010). Although the data presented here neither confirm nor refute the hypothesis, the substantial enrichment of *PAT1* mRNA suggests that this transcript itself could play a role in PB assembly, function, or stability through a structural or catalytic activity.

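RPM1 lay 3.86 ± 3.92 above the regression line on the log2 scale (SD, n = 6; exact two-sided sign-flip permutation test, p = 0.09375). The SD between IPs was as large as the mean. Among the enriched transcripts RPM1 ranked 15 by mean standardized residual, 18 when only the preparations that a transcript passed were averaged (chosen after the values were seen), and 2, after PAT1, with the values that the authors deposited. Within the IPs its residual ranked 45 and 1 (+glucose) and 20, 8642, 2, and 1854 (−glucose).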

The next most highly enriched RNA is the *RPM1* transcript, which is the catalytic RNA component of mitochondrial RNase P (Sulo *et al.* 1995). 

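The residuals of RPM1 were 3.64 and 9.29 in the +glucose IPs and 5.15, −1.80, 6.03, and 0.85 in −glucose IPs 1 to 4, so that it was above the bound in 4 of 6 IPs and below the line in 1. In limma's test the IP exceeded total RNA by 4.25 (standard error 1.14, adjusted p = 0.0192). The change in its enrichment without glucose, −4.11, was within the spread of the IPs (limma, adjusted p = 0.351). Q0297, a mitochondrial ORF that was above the bound in the same 4 IPs, has 3 probes with the same sequences, over all 60 bases, as the 3 probes of RPM1, and the residuals of the pair had a Pearson r of 0.998 across the 6 IPs (exact permutation test, p = 0.00139) and a Spearman rho of 1 (exact permutation test, p = 0.00278). Without the 2 IPs farthest from the median, r was 1.00. The array therefore does not tell RPM1 and Q0297 apart. The Rpm2 protein was not analyzed here.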

Although this RNA−protein complex has a well-characterized mitochondrial function, we detected both *RPM1* and the protein component of the mitochondrial RNase P, Rpm2, in four of our six Dhh1−GFP IP samples. These results are also consistent with previous observations that the Rpm2 protein localizes to PB and genetically interacts with PB components (Stribinskis and Ramos 2007). Among the noncoding elements, two distinct classes of mitochondrially encoded ribozymes also are identified and confirmed by quantitative reverse transcription polymerase chain reaction (qRT-PCR) (Figure S5), including several self-splicing introns from the *COX1* and *21S* rRNA loci (*AI3*, *AI4*, *AI5ɑ*, and *SCEI*). 

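AI3 (Q0060), AI4 (Q0065), AI5_ALPHA (Q0070), and SCEI (Q0160) were each above the bound in 3 of 6 IPs, both +glucose IPs and −glucose IP 3. Their mean residuals were 1.83 ± 2.12, 1.99 ± 2.03, 2.01 ± 2.04, and 1.78 ± 2.12 on the log2 scale (SD, n = 6). None of these means passed the exact sign-flip permutation test, with p = 0.09375, 0.0625, 0.0625, and 0.15625, although AI4, AI5_ALPHA, and SCEI did with quantile normalization (same exact test, p = 0.031). Probes of AI3, AI4, and AI5_ALPHA share at least 20 bases with one another, so the 3 are not separate measurements. COX1 (Q0045), whose mRNA remains after these introns are removed, was above the bound in 3 IPs with a mean residual of 1.98 ± 1.78 (SD, n = 6; exact sign-flip permutation test, p = 0.0625), close to the introns and within their spread. With the deposited values COX1 was above the bound in 4 IPs. AI2 (Q0055), the group II intron of Figure S5, was above it in 1 IP, at a mean of 0.77 ± 1.46 (SD, n = 6; exact sign-flip permutation test, p = 0.28125). In −glucose IP 2, the 4 introns of the group I type and COX1 all lay below the line, at −0.88, −0.42, −0.40, −0.48, and −0.29. In limma's test over all preparations the IP exceeded total RNA by 1.92 to 2.10 for the 4 introns, with adjusted p between 0.0103 and 0.0243.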

Only the DEAD-box helicase Mss116 that facilitates *in vivo* splicing of mitochondrial introns (Huang *et al.* 2005; Solem *et al.* 2006) is detected among the RBP coisolating with Dhh1–GFP, whereas another mitochondrial helicase Suv3, involved in mitochondrial RNA decay, is not (Borowski *et al.* 2010; Bruni *et al.* 2012; Szczesny *et al.* 2013). Thus, PB/SG foci are enriched for a set of well-characterized, noncoding RNAs with catalytic activity along with their associated RBPs.

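The arrays carry 50 mitochondrially encoded transcripts, 24 of them tRNAs, and all 50 passed the filter in at least 2 preparations. As a set they lay below the other transcripts, with a median residual difference of −1.40 ± 1.09 on the log2 scale (SD, n = 6), above 0 in 1 of 6 preparations (exact two-sided sign-flip permutation test, p = 0.0625). With the deposited values, in which fewer mitochondrial tRNAs remain, the difference was 0.71 (same exact test, p = 0.375). The set was divided after its values were seen. The tRNAs lay at −4.76 ± 1.12 (SD, n = 6), below 0 in 6 of 6 (same exact test, p = 0.031). The other 26 transcripts lay at 0.96 ± 1.65 (SD, n = 6), above 0 in 4 of 6 (same exact test, p = 0.21875), and 12 of these were above the bound in at least 2 IPs. In the +glucose preparations the 26 transcripts lay at 2.22 and 3.28, and in the −glucose preparations at −0.36, −1.0, 1.5, and 0.11. The paper draws on the enrichment of RPM1 and the self-splicing introns, and on the Rpm2 and Mss116 proteins in the same purifications. It also measured introns by qRT-PCR (Figure S5), which was not analyzed here. From these the paper concludes that PB/SG foci hold a set of catalytic noncoding RNAs with the proteins that bind them.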

## Discussion

Here, we have used a high-affinity antibody to isolate core Dhh1−GFP complexes at maximal yield under conditions that preserve the PB aggregate state. The method has allowed us to reproducibly isolate PB core components at level stoichiometric to that of the bait Dhh1−GFP as well as a number of PB/SG accessory proteins. Our results provide biochemical evidence for a number of proteins that have only been associated partially with PB/SG foci under certain conditions, or implicated in controlling PB/SG assembly by genetic studies without localization data (Buchan *et al.* 2013; Yang *et al.* 2014). SG proteins also copurify with Dhh1−GFP, but at lower abundance than known PB proteins. Our results support the model of a continuum of mRNP granules transitioning between PB and SG foci, particularly during stress (Grousl *et al.* 2009; Buchan and Parker 2009). We expect that more proteins from our list might be identified to be functionally associated with Dhh1 in other genetic screens (*e.g.*, overexpressing or deletion mutants), since many proteins that regulate PB/SG function do not have well characterized RNA metabolism or translational regulatory activities (Buchan *et al.* 2013; Yang *et al.* 2014).

### LC-containing proteins and role of chaperones in regulating PB aggregation

PB formation is a dynamic process between mRNP granule assembly and disassembly states during a stress response (Buchan 2014). In mammalian cells, a high proportion of RNA-binding proteins found in RNP granules contain LC domains that are necessary and sufficient to transform RNP complexes from soluble to aggregate states (Kato *et al.* 2012). In a similar trend, 13% of the proteins in our PB enrichment are predicted to have LC/prion domains with more than two thirds being RBP. Furthermore, subgroups of protein chaperones (*i.e.*, heat-shock-proteins) are selectively enriched with Dhh1−GFP in the PB-inducing condition of low glucose. Various heat shock proteins have been localized to SG and are required for disassembly and the reinitiation of translation upon removal from stress (Cherkasov *et al.* 2013; Buchan 2014). Prion studies also have shown that factors controlling prion protein aggregation depend on protein concentration, an organizing scaffold, and a network of chaperones (Summers *et al.* 2009). We show here that the Hsp40 chaperone Ydj1, which can bind to prion domains and also has a predicted LC domain, is specifically required for Dhh1−GFP foci assembly. Ydj1 is part of the Hsp40-70-110 chaperone network that regulates the aggregation−disaggregation of yeast prion proteins (Summers *et al.* 2009). The fact that Ydj1 affects PB formation strongly supports the model that Ydj1 mediates LC/prion domain interactions among RNP proteins to assemble PB. The accumulation of unfolded proteins during stress could affect the level of various chaperones in cells and drive the equilibrium toward aggregation of LC proteins into PB/SG (Buchan and Parker 2009; Buchan 2014). This model could explain why overexpression of Ydj1 alone does not cause Dhh1−GFP foci formation in the absence of an acute glucose stress. Ydj1 might affect PB assembly only by coordinating its activity with other co-chaperones, and without a stress trigger, the chaperone network equilibrium is not perturbed.

Because levels of Dhh1, Edc3, and Lsm1-GFP are found to decrease in the *ydj1*∆ mutant, the assumption might be that a critical concentration of one of these core proteins is required to drive PB aggregation. However, reintroducing wild-type *YDJ1* rescued the Dhh1–GFP foci assembly defect but did not restore Dhh1–GFP protein level to that of wild-type. Because PB assembly appears to be a redundant process and occurs even when certain PB core proteins are deficient (Sheth and Parker 2003), the possibility remains that overexpressing *YDJ1* has restored the level of other PB proteins sufficiently to drive PB assembly. Furthermore, because Dhh1−GFP foci are still observed in some *ydj1*∆ cells grown to stationary phase, and Edc3-GFP foci are diminished but not completely missing in *ydj1*∆ cells exposed to glucose stress, there are likely multiple factors controlling PB/SG assembly. During the preparation of this manuscript, (Walters *et al.* 2015) show that members of the Hsp70 (Ssa1, 2, and 4) and Hsp40 (Ydj1 and Sis1) families colocalize with SG foci during azide stress induction. These results corroborate with our studies as Ssa2 and Sis1 are coisolated with Dhh1–GFP in addition to Ydj1. However, Ydj1 and Sis1 are observed to be involved in SG disassembly after stress removal in their studies (using Pab1 and Ded1 as markers), rather than PB assembly as in our studies (using Dhh1 and Lsm1 as markers). Notably, Ydj1 and Sis1 have different effects on SG disassembly, similarly to their different effects on PB assembly observed in our studies, confirming that different Hsp40 proteins play different roles in PB/SG assembly/disassembly.

### PB/SG and protein foci formation in response to stress

An important clue for understanding the relevance of Dhh1−GFP-associated proteins with PB functions is the strong overlap with proteins that redistribute to cytoplasmic foci in response to various environmental stress (Narayanaswamy *et al.* 2009; Tkach *et al.* 2012; Shah *et al.* 2014). Transient protein aggregation is a physiological means to triage proteins for refolding or degradation (Escusa-Toret *et al.* 2013; Sontag *et al.* 2014). Major protein subgroups that are associated more with Dhh1−GFP in the PB induced state (*e.g.*, chaperones, metabolic enzymes involved in amino acid/purine synthesis, tRNA synthetases) also form foci in stationary phase cells. The majority of these proteins form aggregates that are reversible, suggesting that they are not permanently denatured protein aggregates (Narayanaswamy *et al.* 2009). Protein granules observed in stationary-phase cells are associated with a network of chaperones that are very similar to those we see associated with Dhh1–GFP (O’Connell *et al.* 2014). Cells might assemble metabolic enzymes into foci to modulate their activities, to provide structural stability, or to concentrate metabolites and RNA into transient storage in order to quickly re-enter the cell cycle once stress is removed (O’Connell *et al.* 2012). Most of the proteins in our isolations that form foci also bind ATP (*i.e.*, metabolic enzymes and tRNA synthetases), and almost half also bind RNA. According to the REM hypothesis (Scherrer *et al.* 2010; Hentze and Preiss 2010), metabolic enzymes that bind to mRNA as well as metabolites such as ATP can provide cells a mechanism to link post-transcriptional regulation with cellular metabolism. Cells might be able to enhance long-term survival by allowing metabolic enzymes the ability to quickly adapt to binding mRNA when substrate availability is limited during starvation. Finally, a subgroup of tRNA synthetases is coprecipitated with the foci-forming tRNA synthetase Ils1-GFP in stationary phase cells (O’Connell *et al.* 2014) very similarly with the tRNA synthetase subgroup that interacts with Dhh1−GFP in acute glucose depletion. Regulation of the nuclear tRNA pool has been shown to be coordinated with PB assembly in response to amino acid starvation in yeast (Hurto and Hopper 2011). A current model suggests that cells modulate the aminoacyl-tRNA repetoire to regulate preferential translation of certain proteins during stress (Subramaniam *et al.* 2014) or during cell proliferative state (Gingold *et al.* 2014).

### RNA associated with Dhh1−GFP complexes

The reproducible isolation of subsets of RBP in our PB enrichment allows us to characterize the associated transcripts specific to Dhh1–GFP subcomplexes. The strikingly strong enrichment of *PAT1* and *RPM1* transcripts suggests RNA might play important roles either structurally or catalytically in PB/SG. The paucity of only 79 other transcripts enriched is conceivably due to the complexity of the RNA mixture that is coisolated with Dhh1−GFP. It is estimated that 70% of cellular mRNA in yeast is associated with polyribosomes (Arava *et al.* 2003), and since ribosomal subunits are coisolated with Dhh1–GFP along with RNP complexes, the cellular mRNAs associated with ribosomal subunits can increase the overall background of RNA enrichment and decrease the effective enrichment of RNAs associated with RNP complexes. However, as the majority of RNA coisolating with Dhh1−GFP are noncoding, the identified transcripts are not isolated simply because of ribosome association.

We also show for the first time a physical association between PB and self-splicing introns within the mitochondrial *COX1* and 21S rRNA loci. Consistent with these findings, PB has been implicated in the splicing of mitochondrial introns as the respiratory deficiency of *dhh1*∆ and *lsm6*∆ mutants are rescued by deletion of the self-splicing mitochondrial introns (Luban *et al.* 2005). Another relevant aspect of self-splicing introns association with PB is their ability to act as mobile elements within the mitochondrial genome (Moran *et al.* 1992; Yang *et al.* 1996; Nielsen and Johansen 2009). PB components are required for retrotransposition of nuclear Ty elements that also localize to PB (Checkley *et al.* 2010). It is possible that PB play some role in regulating the mobility of self-splicing introns within the mitochondrial genome.

In conclusion, we have identified a class of proteins that controls PB formation, other classes that link PB assembly to other stress response protein foci, as well as several catalytic RNP complexes that connect PB with mitochondrial RNA processing. By isolating and determining the composition of PB in differential assembly conditions, we have identified components that would be undetectable by microscopy either because of low abundance, transient interactions, or association in nonstress conditions when foci are undetectable. These results demonstrate the usefulness of a global biochemical approach, complementary to cytological and genetic studies, which can enhance the understanding of RNP granule assembly and function.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly — Supporting Information 

# Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly

## Supporting Information for Cary *et al.*, 2015

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S6 and Tables S1-S8 (PDF, 1 MB)
- Figure S1 - Results from two replicate I-DIRT experiments. (PDF, 516 KB)
- Figure S2 - Venn diagrams of all proteins identified across the replicates and conditions. (PDF, 520 KB)
- Figure S3 - Microscopic images of Dhh1-GFP induction in wild type and mutant strains *hsp104Δ*, two Hsp70 mutants (*ssa1Δ* and *ssa2Δ*), and two Hsp90 mutants (*hsc82Δ* and *hsp82Δ*). (PDF, 541 KB)
- Figure S4 - Protein levels in *ydj1Δ* mutant strains. (PDF, 548 KB)
- Figure S5 - Quantitative reverse transcriptase PCR assessment of enriched transcripts. (PDF, 558 KB)
- Figure S6 - Protein and RNA co-enrichment. (PDF, 574 KB)
- Table S1 - *S. cerevisiae* strains used in this study. (PDF, 77 KB)
- Table S2 - Protein shortlist based on proteomic observation of Dhh1-GFP immunoprecipitations. (.xlsx, 50 KB)
- Table S3 - I-DIRT data for proteins in proteomics shortlist. (.xlsx, 53 KB)
- Table S4 - Dhh1-GFP interacting proteins annotated as RNA-binding proteins (RBP). (.xlsx, 15 KB)
- Table S5 - Relative protein abundance measured by normalized spectral counts. (.xlsx, 43 KB)
- Table S6 - Dhh1-GFP interacting proteins that respond to various stress factors. (.xlsx, 86 KB)
- Table S7 - Prediction and characterization of low-complexity proteins. (.xlsx, 57 KB)
- Table S8 - Transcripts identified by Dhh1-GFP immunoprecipitation experiments. (.xlsx, 13 KB)

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

**Proteomic analysis of Dhh1 complexes reveals a role for Hsp40 chaperone Ydj1 in yeast P-body assembly**

Gregory A. Cary<sup>1,2,5,6</sup>, Dani B.N. Vinh<sup>1,5,7</sup>, Patrick May<sup>1,3</sup>, Rolf Kuestner<sup>1,8</sup>, Aimée M. Dudley<sup>2,4\*</sup>

<sup>5</sup>Equally contributing author

**DOI: 10.1534/g3.115.021444**

**Table S1.** *S. cerevisiae* strains used in this study.

| Strain | Genotype                                                                            | Reference                    |
|--------|-------------------------------------------------------------------------------------|------------------------------|
| BY4741 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                            | (Winston <i>et al.</i> 1995) |
| YAD49  | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6</i>                          | (Huh <i>et al.</i> 2003)     |
| YAD50  | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 EDC3-GFP::HIS3MX6</i>                          | (Huh <i>et al.</i> 2003)     |
| YAD52  | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 LSM1-GFP::HIS3MX6</i>                          | (Huh <i>et al.</i> 2003)     |
| YAD53  | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 PAT1-GFP::HIS3MX6</i>                          | (Huh <i>et al.</i> 2003)     |
| YAD557 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6</i><br><i>ydj1Δ::kanMX</i>   | This study                   |
| YAD591 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6</i><br><i>hsp104Δ::kanMX</i> | This study                   |
| YAD553 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6</i><br><i>ssa1Δ::kanMX</i>   | This study                   |
| YAD554 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6</i><br><i>ssa2Δ::kanMX</i>   | This study                   |
| YAD556 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6</i><br><i>hsp82Δ::kanMX</i>  | This study                   |
| YAD555 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6</i><br><i>hsc82Δ::kanMX</i>  | This study                   |
| YAD559 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 LSM1-GFP::HIS3MX6</i><br><i>ydj1Δ::kanMX</i>   | This study                   |
| YAD561 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 EDC3-GFP::HIS3MX6</i><br><i>ydj1Δ::kanMX</i>   | This study                   |

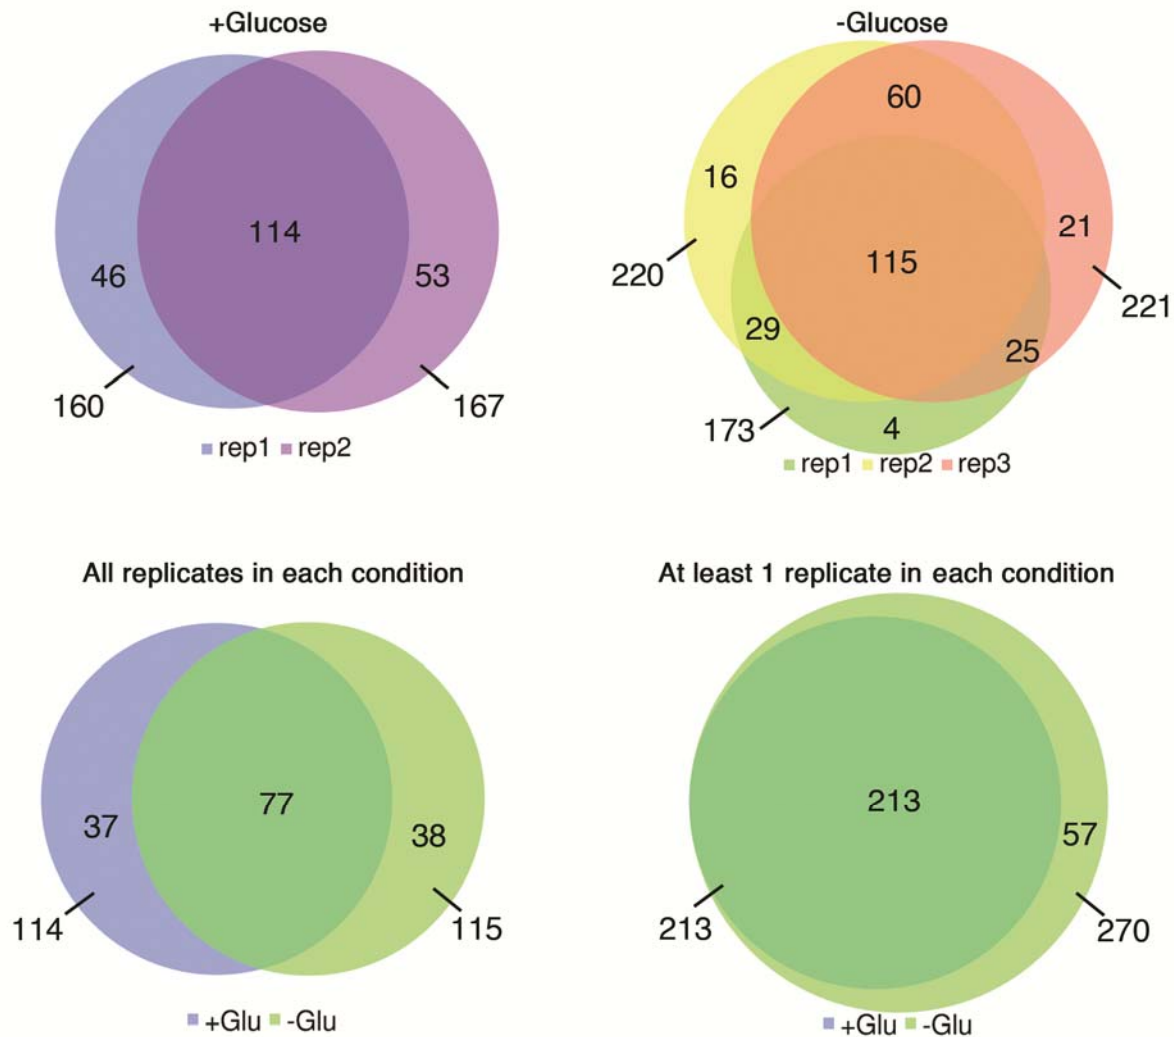

**Figure S2. Venn diagrams of all proteins identified across the replicates and conditions.** For each circle, the total number of proteins in that set is indicated (with connecting lines), as are the numbers of proteins within each overlapping set. All replicates in each condition represents the complete intersect of all replicates; at least one replicate in each condition is the union of all replicates from each condition.

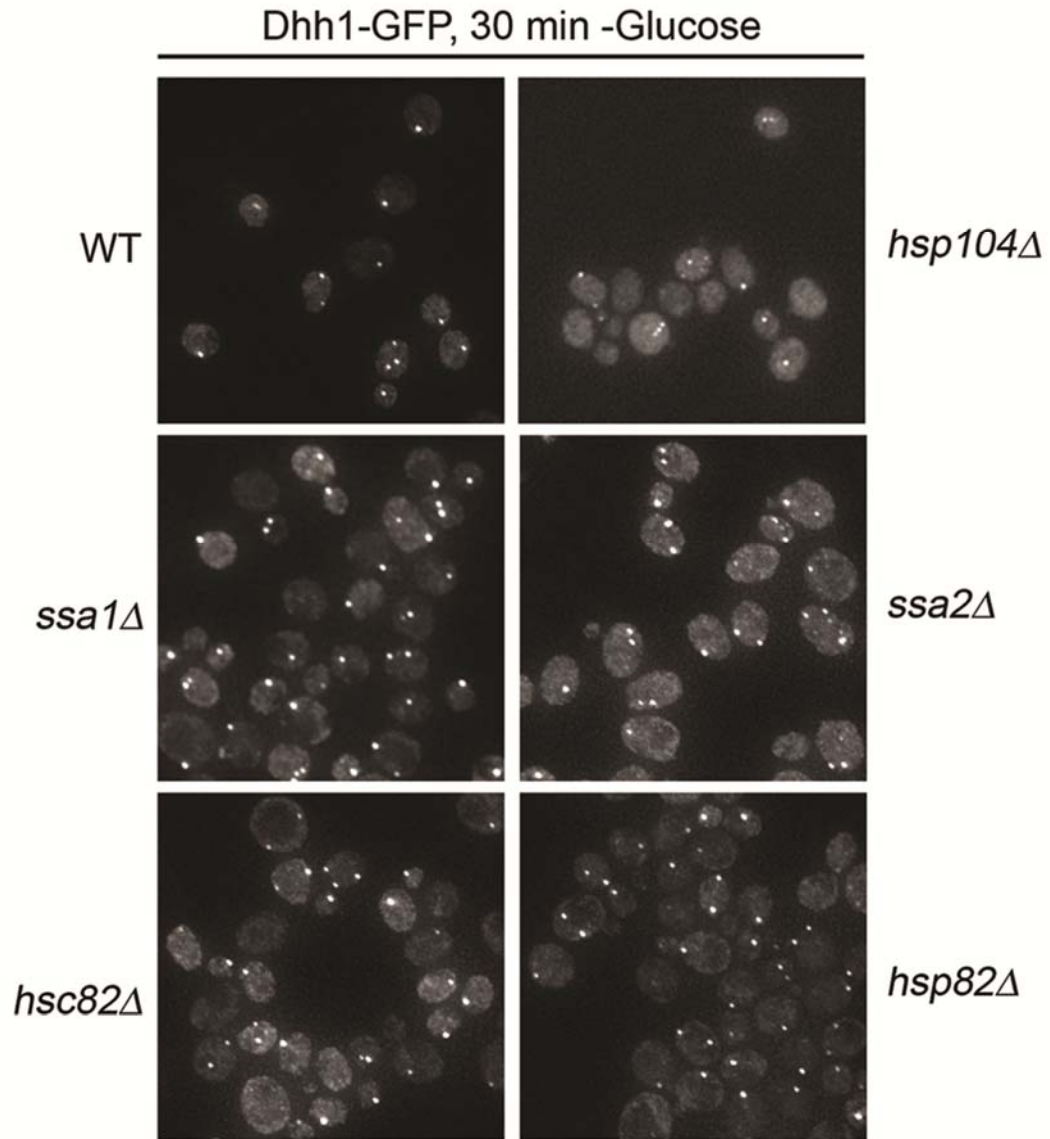

**Figure S3. Microscopic images of Dhh1-GFP induction in wild type and mutant strains *hsp104Δ*, two Hsp70 mutants (*ssa1Δ* and *ssa2Δ*), and two Hsp90 mutants (*hsc82Δ* and *hsp82Δ*). Cells were induced to form foci by 30 minutes of glucose depletion.**

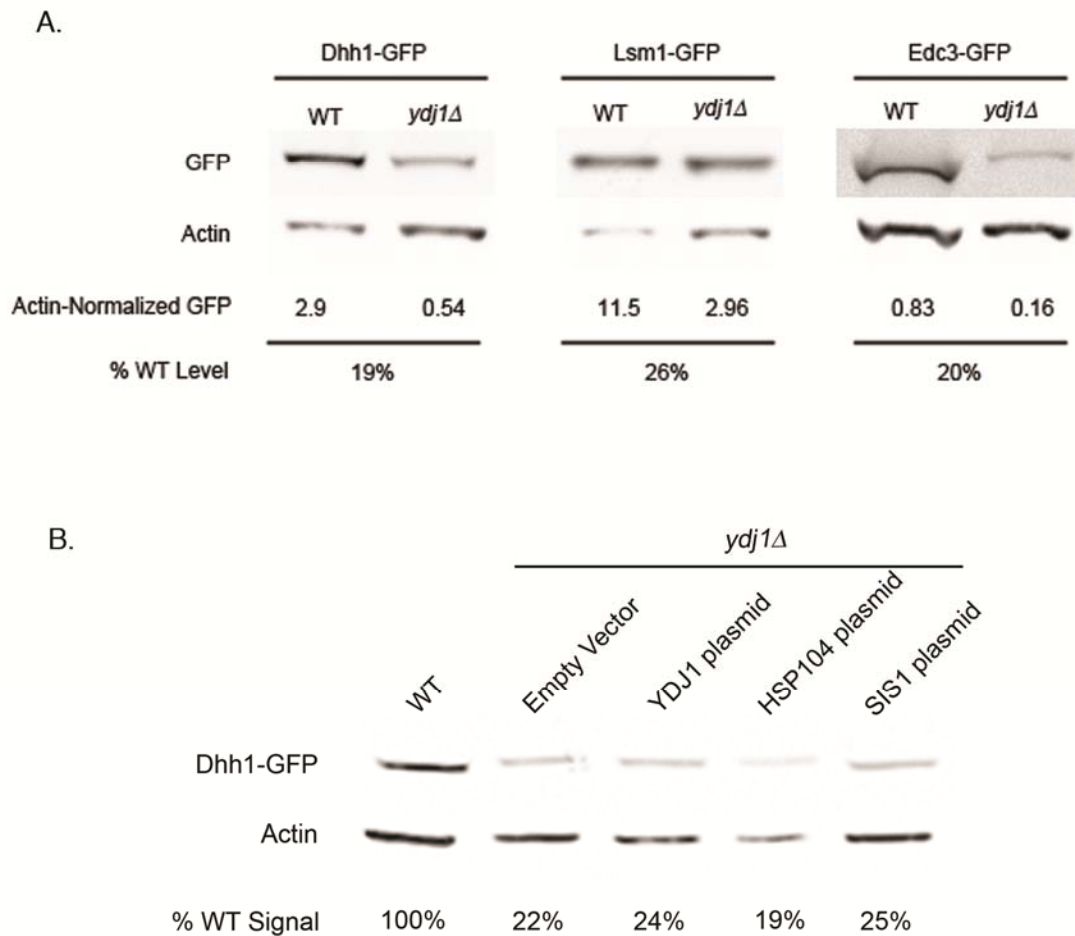

**Figure S4. Protein levels in *ydj1Δ* mutant strains.** (A) Anti-GFP western blots for Dhh1-GFP, Lsm1-GFP, and Edc3-GFP in WT and *ydj1Δ* mutant strain backgrounds. Anti-GFP signal is normalized to anti-Actin signal from the same lysate. Two independent isolates of the *ydj1Δ* background were tested for each protein and each yielded similar decreases in protein levels. (B) Anti-GFP western blot from Dhh1-GFP expressing strains either WT or *ydj1Δ* transformed with plasmids shown, either an empty vector or MoBY plasmids expressing the HSP indicated. For each lysate, Dhh1-GFP levels were normalized to anti-Actin levels in the same lysate and compared to WT levels.

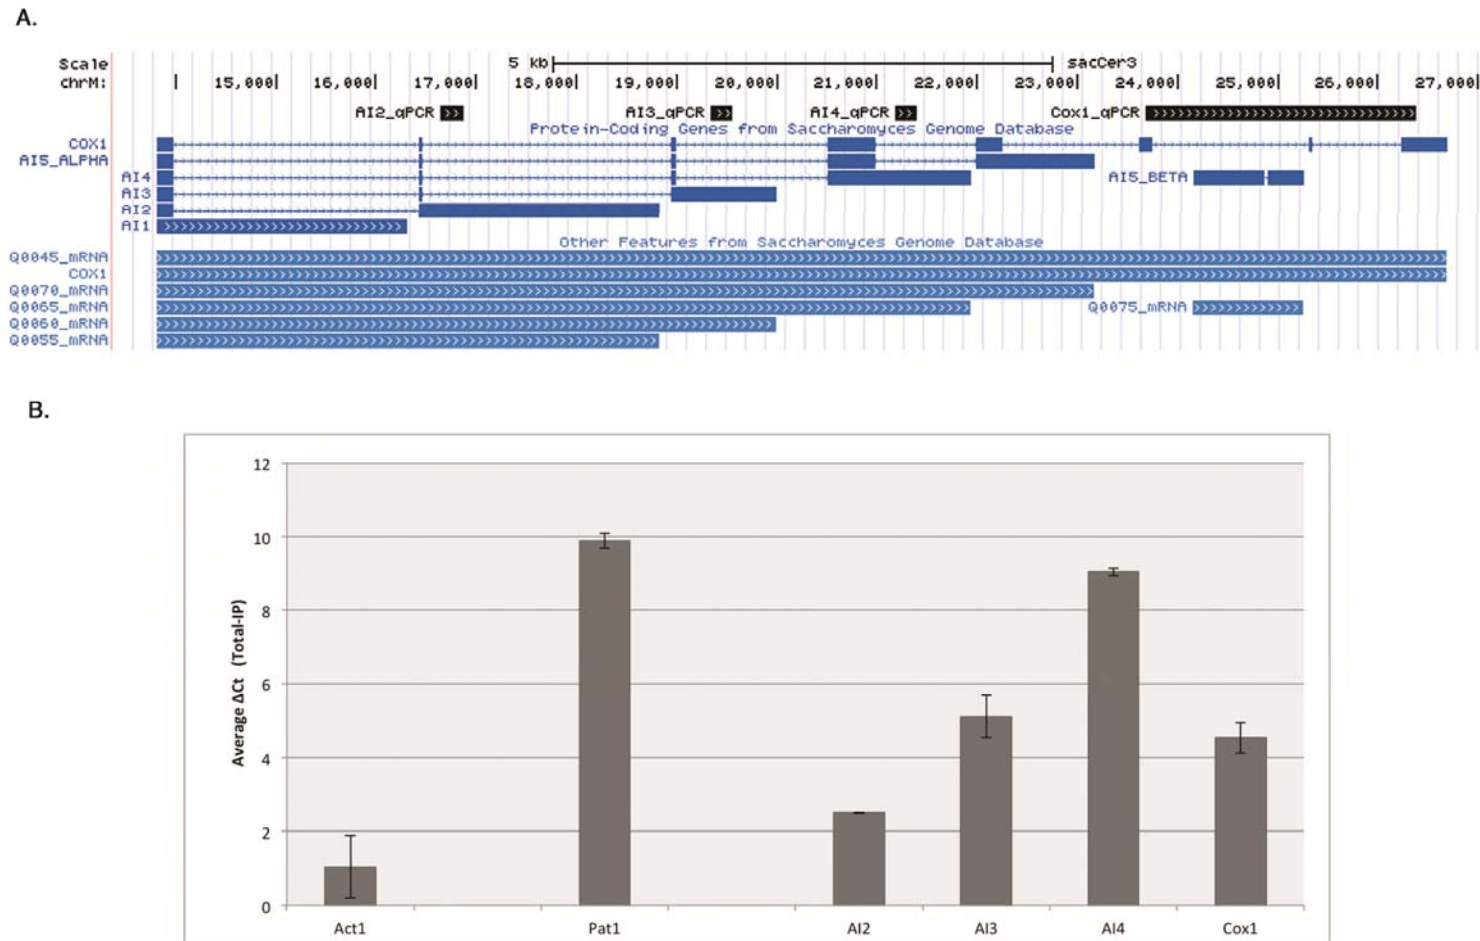

**Figure S5. Quantitative reverse transcriptase PCR assessment of enriched transcripts.** (A) Diagram of the mitochondrial *COX1* locus showing the locations of each primer set used to detect the various transcript splice forms present. (B) RT-qPCR results for genes identified as enriched by microarray assessment of Dhh1-GFP IP. The average delta Ct of each probe set between the Total and The IP sample is reported and represents three replicate measurements of the same IP experiment. *Act1* is shown as a negative control and *Pat1* is shown as a positive control (strongly enriched in each IP). Primer sets shown are specific to one group II intron (AI2), two group I introns (AI3 and AI4), and the primers to the *Cox1* transcript are intron-spanning so that only the spliced transcript would produce a signal.

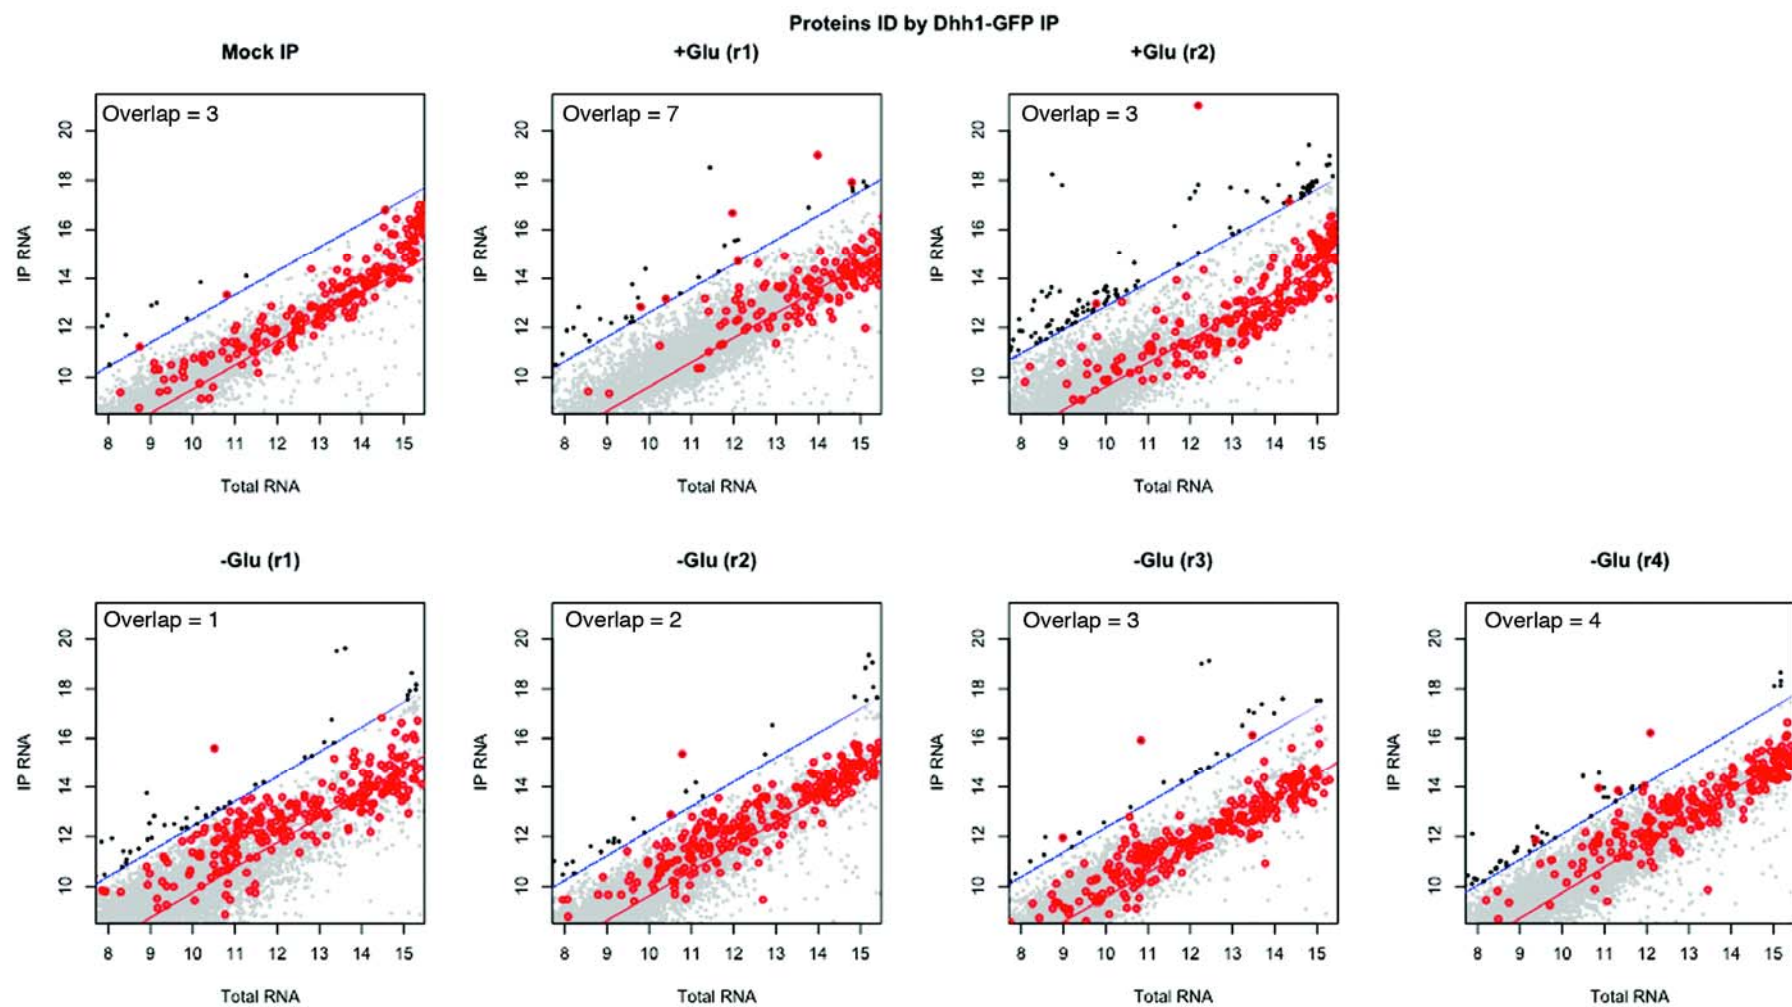

**Figure S6. Protein and RNA co-enrichment.** The transcripts encoding the 329 proteins identified in the proteomics dataset are circled in red. For each immuno-isolation of Dhh1-GFP, the overlap between enriched transcripts and the total number of all proteins identified is reported.

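In Figure S6 each panel sets the IP RNA signal of a transcript against its total RNA signal, as in Figure 4A, and marks the mRNAs of proteins found by MS. For the shorter list of Table S2, 10 and 3 of the mRNAs that passed the filter lay above the upper bound in the +glucose IPs, out of 268 and 264. In the −glucose IPs 2, 2, 3, and 7 did, out of 268, 268, 256, and 269. In total, 18 mRNAs of the list were above the bound in at least 1 IP, and 14 of them in 1 IP alone.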

## Tables S2-S8

Available for download at [www.g3journal.org/lookup/suppl/doi:10.1534/g3.115.021444/-/DC1](http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.115.021444/-/DC1)

**Table S2** Protein shortlist based on proteomic observation of Dhh1-GFP immunoprecipitations.

**Table S3** I-DIRT data for proteins in proteomics shortlist.

**Table S4** Dhh1-GFP interacting proteins annotated as RNA-binding proteins (RBP)

**Table S5** Relative protein abundance measured by normalized spectral counts.

**Table S6** Dhh1-GFP interacting proteins that respond to various stress factors

**Table S7** Prediction and characterization of low-complexity proteins.

**Table S8** Transcripts identified by Dhh1-GFP immunoprecipitation experiments.

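Table S8 gives, for each transcript, in how many +glucose and −glucose IPs it was enriched after transcripts found in the mock IP were removed. All 87 transcripts that the table lists are on the array. In the present values 62 of these were above the bound in at least 2 IPs, 80 in at least 1, and 7 in 0, and 38 had the number of IPs that the table gives. With the values that the authors deposited, 74 were above the bound in at least 2 IPs and 45 had the table's number. Besides PAT1, RPM1, Q0297, and COX1, the transcripts that the table lists in 4 or more IPs were SUT363 (5 IPs here, mean residual 3.39 ± 0.71), SMU2 (4 IPs, 2.43 ± 1.27), MUT1378 (5 IPs, 3.20 ± 1.12), MUT1015 (5 IPs, 3.02 ± 1.18), MUT109 (4 IPs, 2.95 ± 1.02), STE18 (3 IPs, 2.31 ± 0.55), YDR290W (4 IPs, 2.83 ± 0.84), and YDR094W (4 IPs, 2.67 ± 0.58), with residuals on the log2 scale (SD, n = 6). All 8 were above the line in 6 of 6 IPs (exact two-sided sign-flip permutation test, p = 0.031 for each). MUT1378, MUT1015, and MUT109 have probes that share at least 20 bases, so they are not separate measurements. With normexp background correction these 3 were above the bound in 4, 2, and 0 IPs.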

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

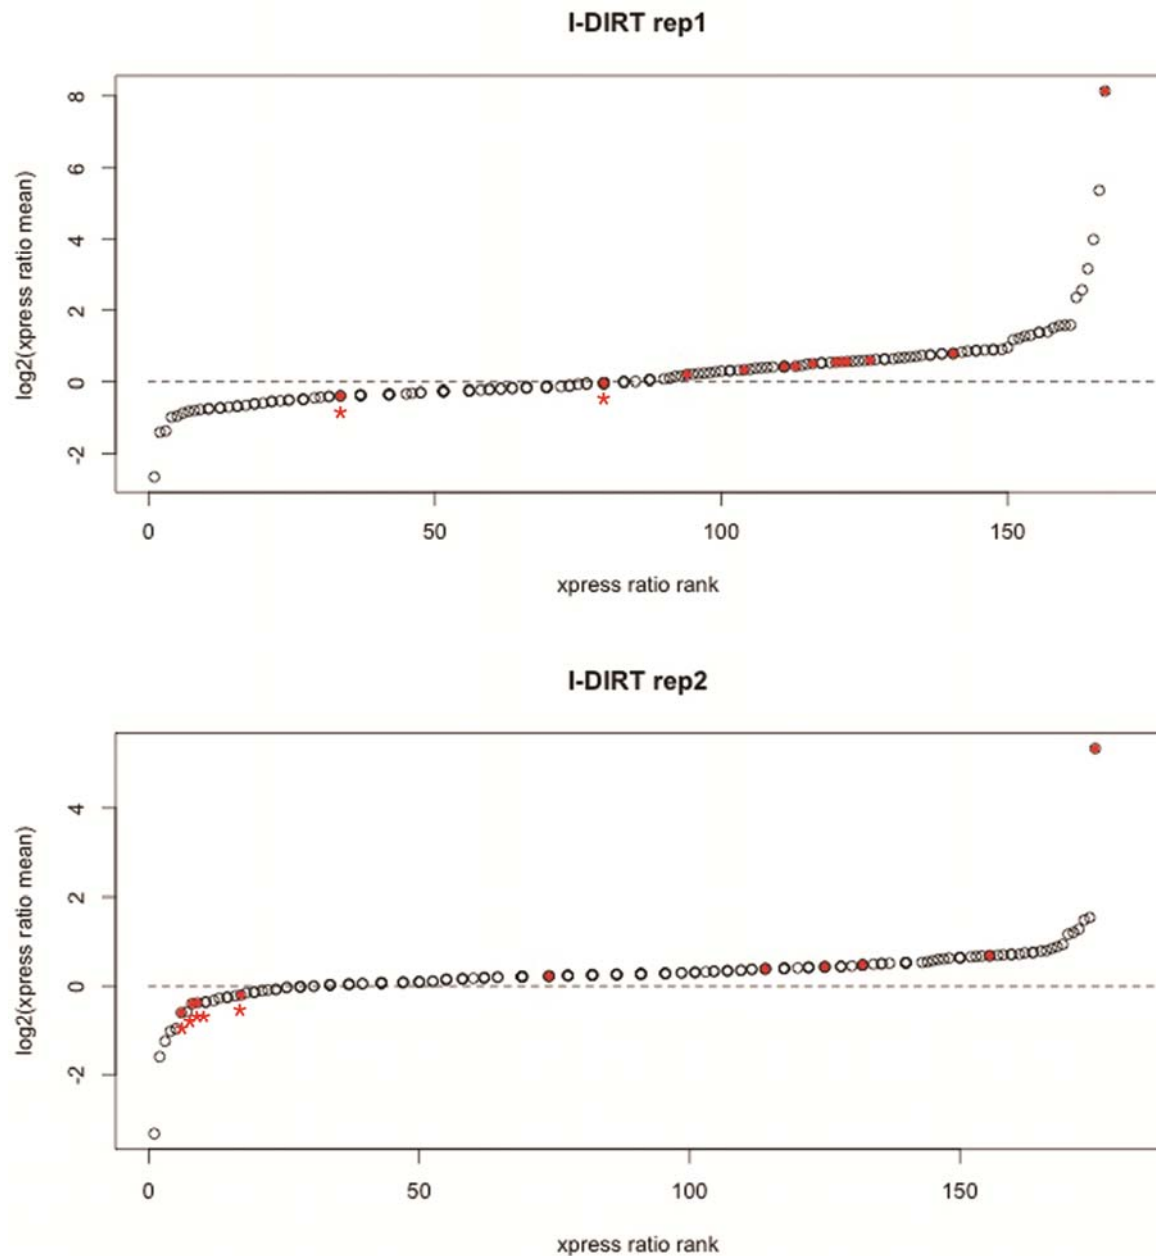

**Figure S1. Results from two replicate I-DIRT experiments.** The log-transformed average xpress ratio of light:heavy for all peptides from all proteins identified in the two Dhh1-GFP IP replicate samples plotted against the rank of the ratio. The dotted line corresponds to a 50:50 ratio of light:heavy peptides for given proteins. Known P-body proteins are colored in red. In each case, the known P-body components detected at <50:50 light:heavy are marked with an asterisk.

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

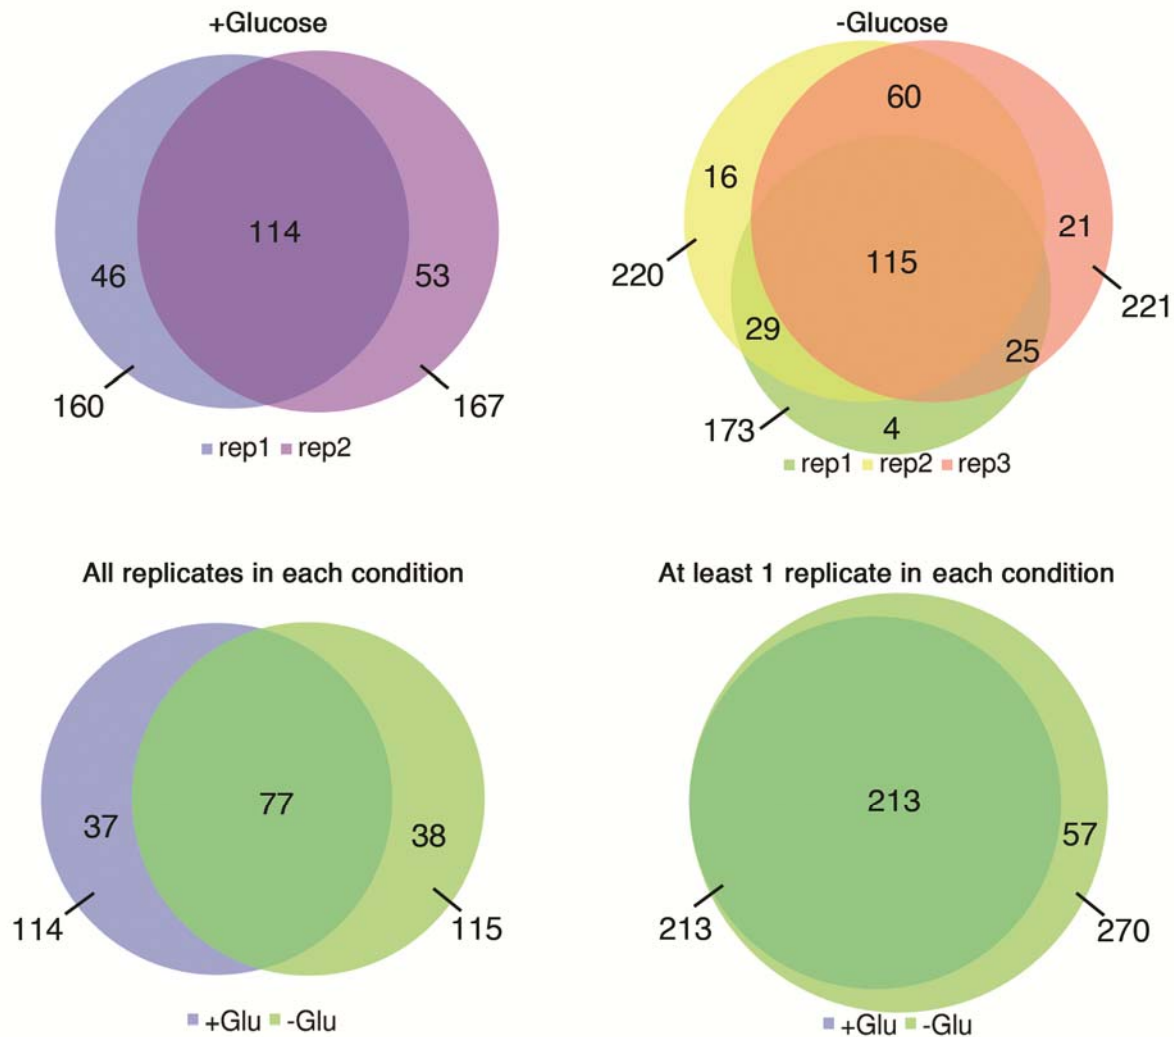

**Figure S2. Venn diagrams of all proteins identified across the replicates and conditions.** For each circle, the total number of proteins in that set is indicated (with connecting lines), as are the numbers of proteins within each overlapping set. All replicates in each condition represents the complete intersect of all replicates; at least one replicate in each condition is the union of all replicates from each condition.

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

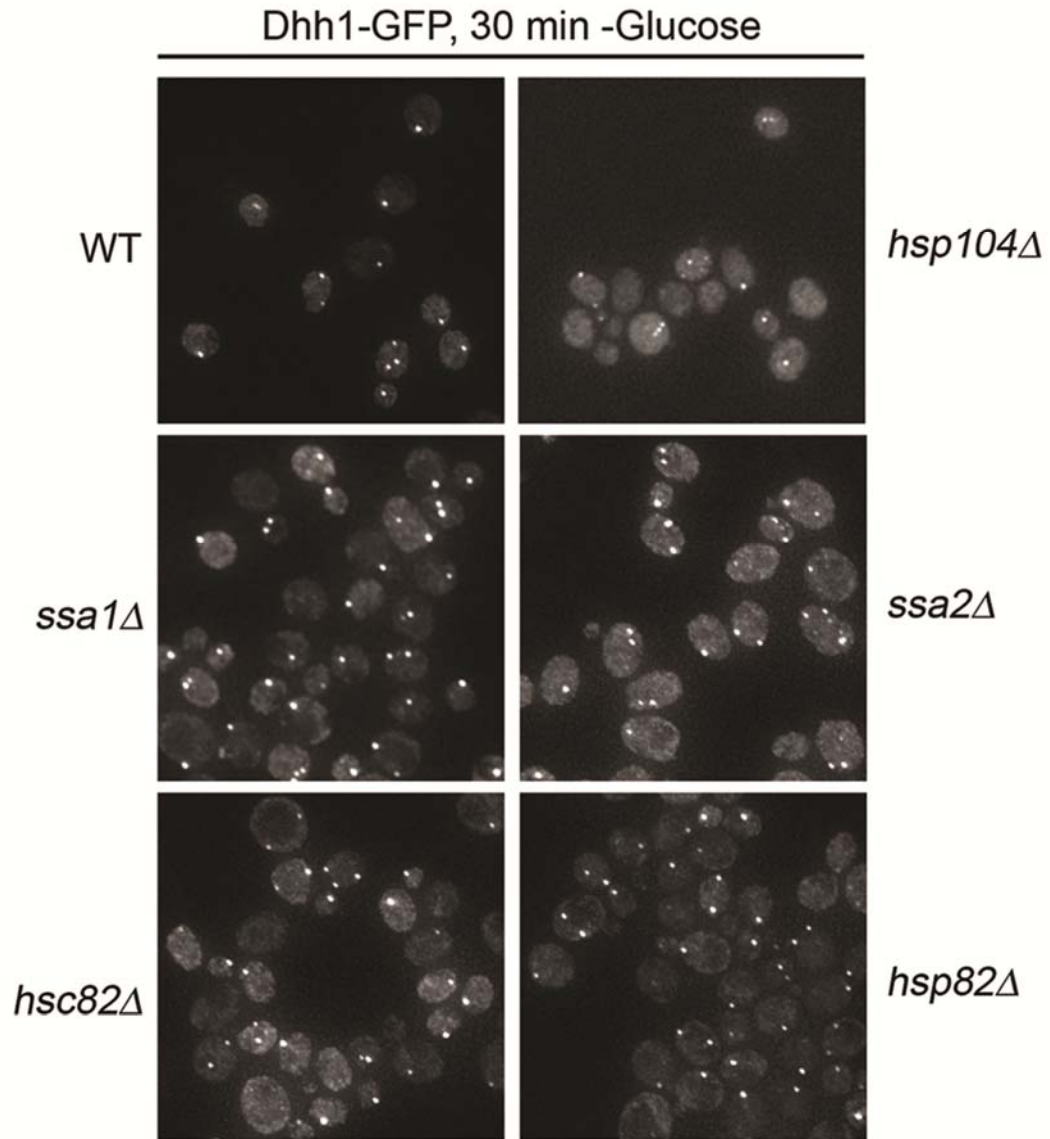

**Figure S3. Microscopic images of Dhh1-GFP induction in wild type and mutant strains *hsp104Δ*, two Hsp70 mutants (*ssa1Δ* and *ssa2Δ*), and two Hsp90 mutants (*hsc82Δ* and *hsp82Δ*). Cells were induced to form foci by 30 minutes of glucose depletion.**

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

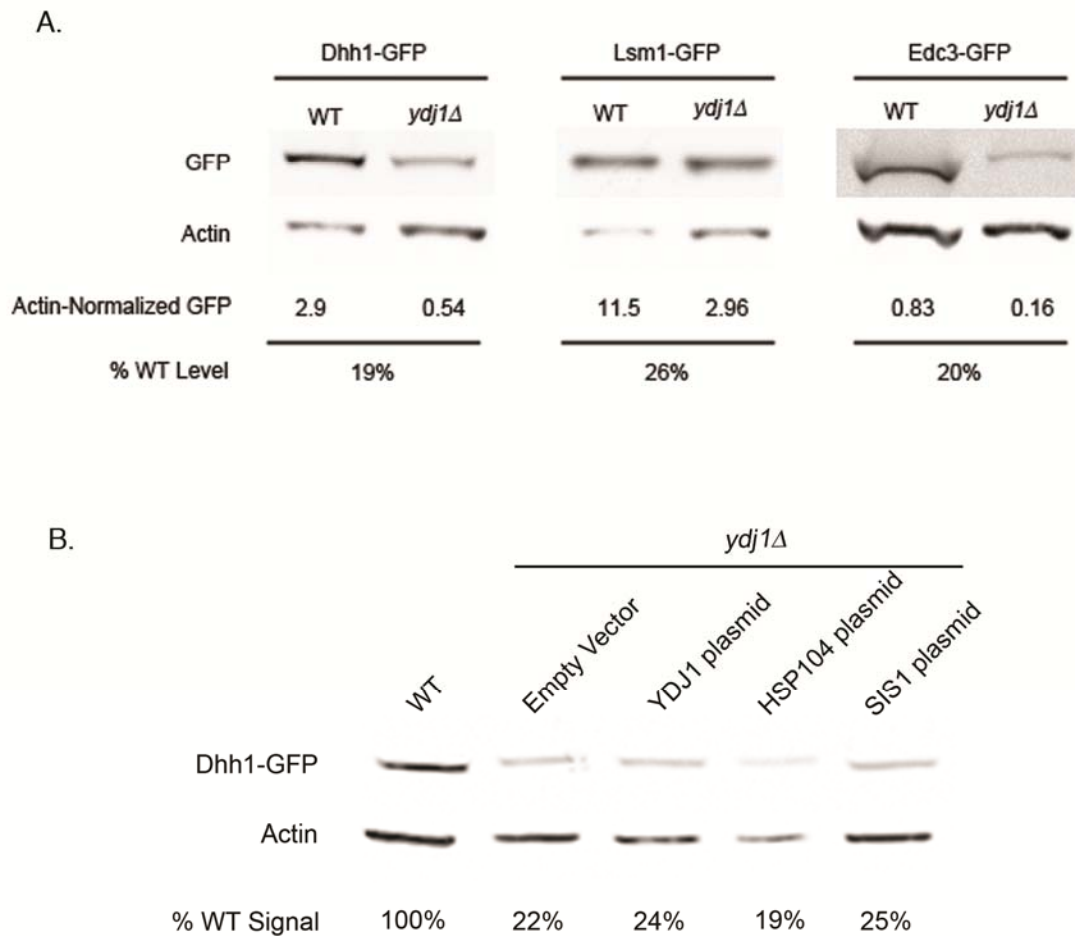

**Figure S4. Protein levels in *ydj1Δ* mutant strains.** (A) Anti-GFP western blots for Dhh1-GFP, Lsm1-GFP, and Edc3-GFP in WT and *ydj1Δ* mutant strain backgrounds. Anti-GFP signal is normalized to anti-Actin signal from the same lysate. Two independent isolates of the *ydj1Δ* background were tested for each protein and each yielded similar decreases in protein levels. (B) Anti-GFP western blot from Dhh1-GFP expressing strains either WT or *ydj1Δ* transformed with plasmids shown, either an empty vector or MoBY plasmids expressing the HSP indicated. For each lysate, Dhh1-GFP levels were normalized to anti-Actin levels in the same lysate and compared to WT levels.

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

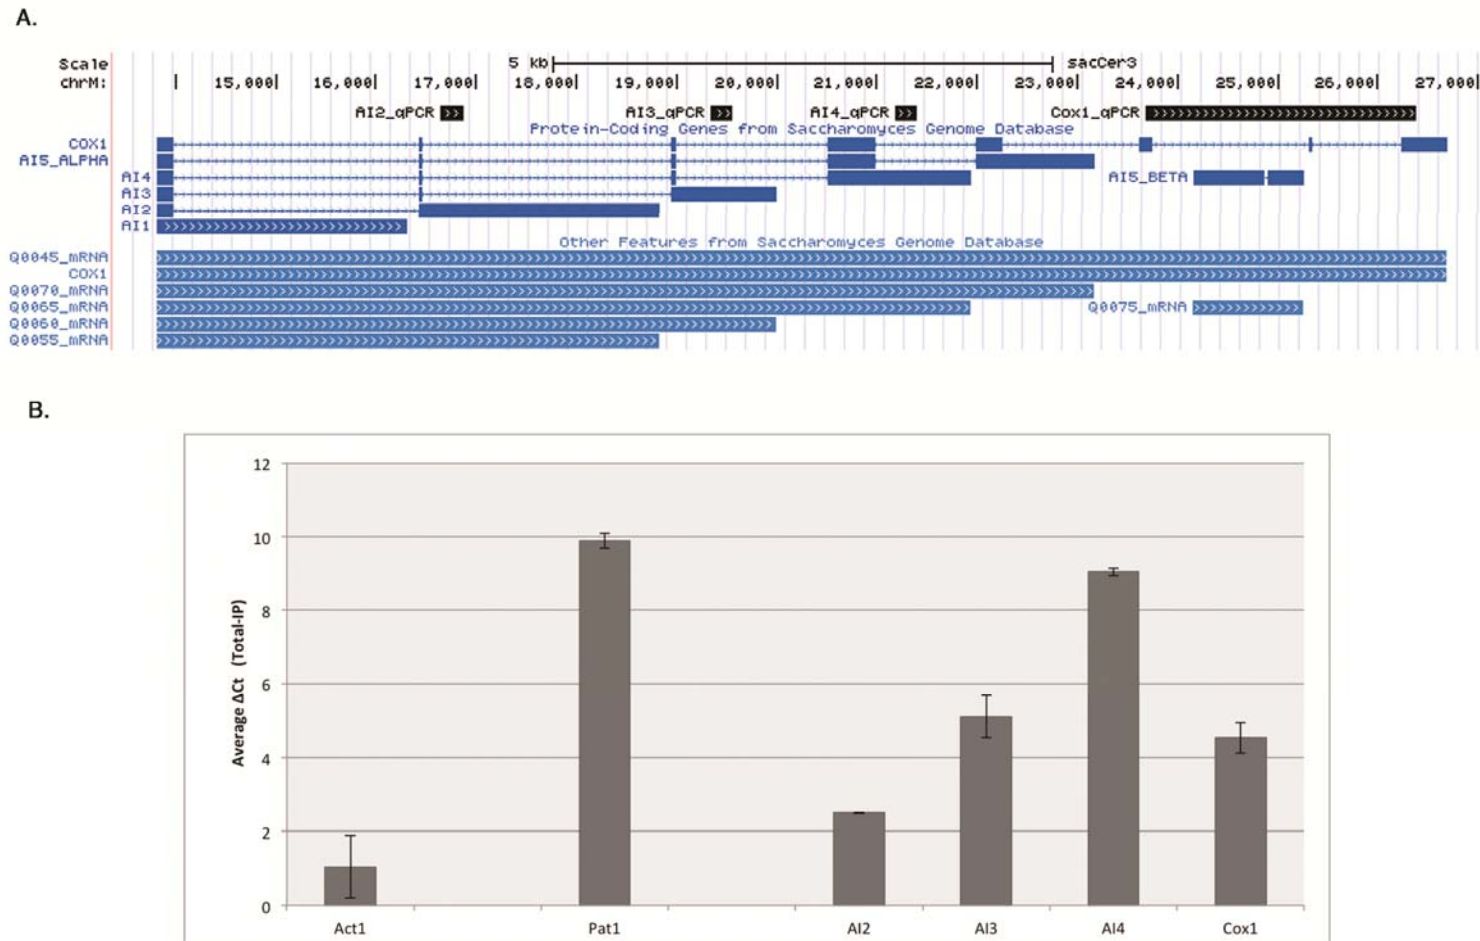

**Figure S5. Quantitative reverse transcriptase PCR assessment of enriched transcripts.** (A) Diagram of the mitochondrial *COX1* locus showing the locations of each primer set used to detect the various transcript splice forms present. (B) RT-qPCR results for genes identified as enriched by microarray assessment of Dhh1-GFP IP. The average delta Ct of each probe set between the Total and The IP sample is reported and represents three replicate measurements of the same IP experiment. *Act1* is shown as a negative control and *Pat1* is shown as a positive control (strongly enriched in each IP). Primer sets shown are specific to one group II intron (AI2), two group I introns (AI3 and AI4), and the primers to the *Cox1* transcript are intron-spanning so that only the spliced transcript would produce a signal.

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

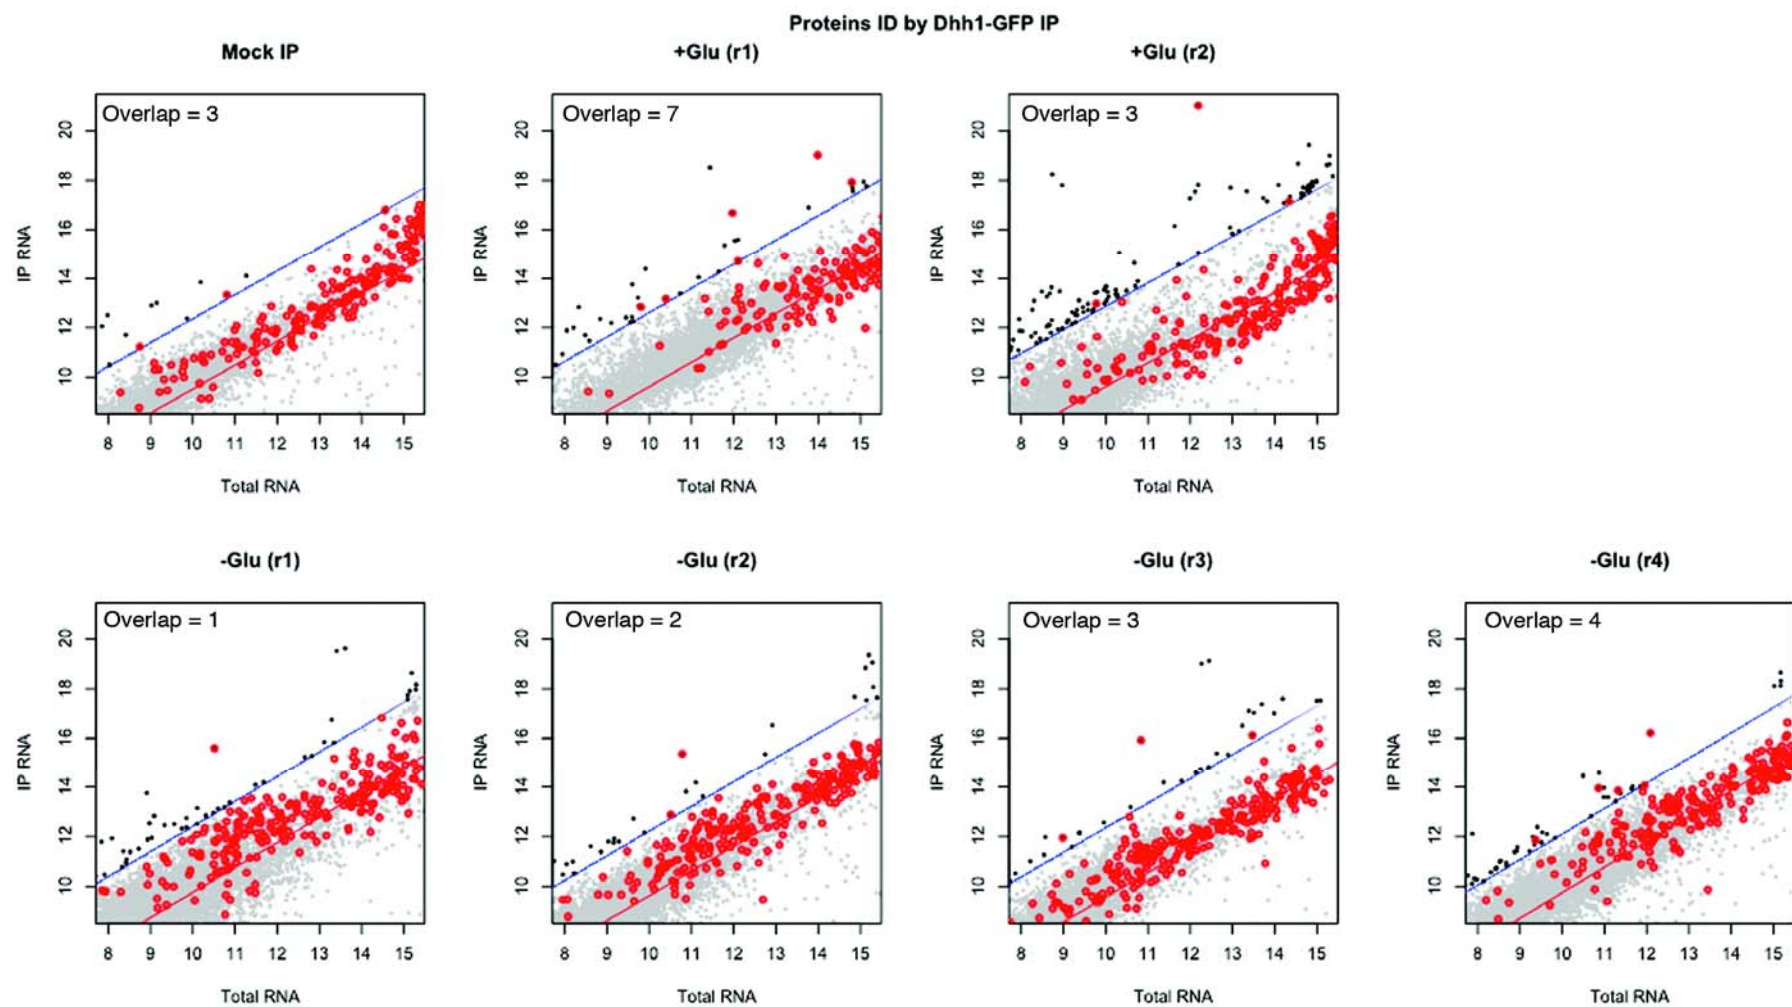

**Figure S6. Protein and RNA co-enrichment.** The transcripts encoding the 329 proteins identified in the proteomics dataset are circled in red. For each immuno-isolation of Dhh1-GFP, the overlap between enriched transcripts and the total number of all proteins identified is reported.

# Supplementary material for: Proteomic Analysis of Dhh1 Complexes Reveals a Role for Hsp40 Chaperone Ydj1 in Yeast P-Body Assembly
**Source:** G3 (Bethesda). 2015 Sep 21;5(11):2497–511. doi: 10.1534/g3.115.021444
**Supplement:** Supporting Information

**Table S1.** *S. cerevisiae* strains used in this study.

| Strain | Genotype                                                                  | Reference                    |
|--------|---------------------------------------------------------------------------|------------------------------|
| BY4741 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                  | (Winston <i>et al.</i> 1995) |
| YAD49  | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6</i>                | (Huh <i>et al.</i> 2003)     |
| YAD50  | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 EDC3-GFP::HIS3MX6</i>                | (Huh <i>et al.</i> 2003)     |
| YAD52  | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 LSM1-GFP::HIS3MX6</i>                | (Huh <i>et al.</i> 2003)     |
| YAD53  | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 PAT1-GFP::HIS3MX6</i>                | (Huh <i>et al.</i> 2003)     |
| YAD557 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6 ydj1Δ::kanMX</i>   | This study                   |
| YAD591 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6 hsp104Δ::kanMX</i> | This study                   |
| YAD553 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6 ssa1Δ::kanMX</i>   | This study                   |
| YAD554 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6 ssa2Δ::kanMX</i>   | This study                   |
| YAD556 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6 hsp82Δ::kanMX</i>  | This study                   |
| YAD555 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 DHH1-GFP::HIS3MX6 hsc82Δ::kanMX</i>  | This study                   |
| YAD559 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 LSM1-GFP::HIS3MX6 ydj1Δ::kanMX</i>   | This study                   |
| YAD561 | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 EDC3-GFP::HIS3MX6 ydj1Δ::kanMX</i>   | This study                   |

How the deposited data were processed for this re-analysis (not part of the article)

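RNA was measured in 6 Dhh1–GFP preparations, 2 +glucose (2% glucose) and 4 −glucose (0% glucose for 30 min), each with 1 array of total RNA (5 µg) and 1 array of IP RNA (0.2 µg). Samples were grouped by the condition, RNA type, and replicate number that the authors' labels give, and each IP was paired with the total RNA of the same preparation. Among the −glucose arrays, the IPs of preparations 2, 3, and 4 deviated most with their own total RNA (correlations of 0.27, 0.39, and 0.24). For the IP of preparation 1 the correlation was −0.10 with its own total RNA and 0.31 with that of preparation 3. The pairing of preparation 1 therefore rests on the labels alone. The arrays lie on 4 slides. One slide holds +glucose preparation 1 and −glucose preparation 2, one holds −glucose preparations 1 and 3, and the others hold 1 preparation each. The mock IP was not analyzed here, so its filter was not applied.

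The deposited scanner values are the intensity of each spot in 1 color (Cy3), read by the Agilent software with no scaling between arrays. The mean and median intensity of a spot and the median of its local background are raw. The processed intensity has the background subtracted and low values replaced by the software. The authors also deposited a table of log2 values for the same arrays, with spots left blank at both ends of the signal. No total RNA value is left for 43.4% of the transcripts with a log2 total RNA signal under 6, for none from 6 to 16, and for 89.3% of the 214 over 17. The paper's methods name saturated transcripts among those removed. It was rebuilt by subtracting the median of the 1559 features without homology to yeast from the spot's median intensity, taking log2, and applying cyclic loess to each pair. The table and the rebuilt values differed by at most 1.7e-08 in 11 of the 12 columns. In the total RNA column of −glucose preparation 4 the deposited log2 values lay higher by 0.47 at the median (0.22 to 0.67), and no reason was found. This table served as an alternative (deposited values), in which between 66.9% and 74.6% of the total RNA spots have a value.

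The main values took the order of steps from the methods of the paper, but not every input of the deposited table. They use the mean in place of the median intensity, leave out outlier spots, and keep the brightest transcripts. The median of the 1559 features was subtracted from the mean intensity, signals under 1 were set to 1, log2 was taken, and each pair of arrays was normalized by cyclic loess (limma 3.58.1 in R 4.3.3, span 0.7, 3 iterations). The probes of a transcript, 3 for most, were averaged, leaving out control features and spots that the software marks as non-uniform outliers (0.380% to 8.28% of spots on an array). The methods do not name this step, and keeping these spots was tried as an alternative. A transcript passed in a preparation when most of its probes were well above background and most were not saturated on the total RNA array. No probe carries a saturation mark, so that part of the filter removed nothing, while the brightest probe of an array had between 609590 and 756485 units. A linear regression of IP on total RNA gave the residuals, and a transcript was called enriched above the upper bound of the two-sided 95% prediction interval. Transcripts called in at least 2 of 6 IPs were counted, and the calls of each IP were shuffled 10000 times for comparison.

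Further tests used limma with Benjamini-Hochberg adjustment at 0.05. The difference of IP minus total RNA within a preparation was tested against 0 over both conditions, and between conditions, for the 8942 transcripts that passed in at least 4 of 6 preparations. Total RNA was compared between conditions on the log2 processed intensity minus each array's 75th percentile, for probes well above background on at least 2 of the 6 total RNA arrays, which left 9636 transcripts. Sets of transcripts were tested by the median residual of the set minus that of the other transcripts in each preparation, with an exact two-sided sign-flip permutation test over 6 preparations, which cannot give a p under 0.031. Shares were compared with Fisher's exact test. The signal over background, from 2.95 to 62.8 on the 12 arrays, and the number of preparations limit the precision.

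Transcripts were named by a rule set before the data were examined. It takes every transcript named in the text, Figure 4A, or Figure S5, with DHH1, and every transcript that Table S8 lists in 4 or more replicates. It adds the 10 with the largest mean standardized residual among those called in at least 2 IPs. For comparisons of conditions it takes the 3 highest and 3 lowest changes among transcripts past the threshold whose groups do not overlap. Names come from the array, and 5998 of them, 5975 of the 6638 ORF names, were matched in the RefSeq gene table (assembly R64), which was used for symbols and for overlapping neighbors.

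The steps were tested on simulated data, with 200 transcripts changed by a log2 effect of 4 in each comparison and direction. Normal noise was drawn independently for each transcript and preparation. The count over 2 IPs recovered 99.5% of those raised, which were drawn from 8199 transcripts, with 9 false calls among all transcripts. In the data the residuals of the IPs were correlated (Spearman rho up to 0.75), and shuffled calls alone gave 67.1 transcripts on average. The false calls of the simulation hold for independent noise only and do not measure the error in the data. The limma test of IP over total RNA recovered 99.5% of the higher ones with 6 false calls and 100% of the lower ones with 25, over 8942 transcripts. The change of enrichment between conditions was recovered for 73.0% with 12 false calls over 8942, and the change in total RNA for 100% with 8 false calls over 10174. Alternatives covered the intensity column and background (processed intensity, normexp with an offset of 50, median intensity), the normalization (75th percentile, quantile), the filter (none, total RNA of 8 to 15, the blanks of the deposited table), a floor of 16, the median of probes, the deposited values, the bound (99%, one-sided 95%), 3 IPs in place of 2, the block by replicate number or slide, and each preparation left out in turn. Figures were drawn with matplotlib 3.10.9.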

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

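Of the tests in this part, the count of IP probes at the floor among the transcripts lower in the IP, the quantile normalization as a test of array brightness, and the set of mitochondrial tRNAs with its comparison to other mitochondrial transcripts were chosen only after the results were seen.

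Total RNA differed between the conditions, which the paper does not analyze. On the 6 total RNA arrays, limma called 3223 of 9636 transcripts changed at an adjusted p of 0.05, 1947 higher and 1276 lower without glucose. The median change of all transcripts was 0.20 (log2), so changes are relative to that value. The largest changes by the rule for named transcripts were ATO2 at 10.17 (standard error 0.40), POX1 at 9.37 (standard error 0.34), and RGI2 at 9.01 (standard error 0.41), and TPO2 at −4.93 (standard error 1.14), RPA12 at −4.71 (standard error 0.38), and NOP1 at −4.67 (standard error 0.46), with limma's adjusted p between 2.0e-05 and 0.0156. These had the same direction under every alternative tried. Slides were weighed first, because only 1 slide holds both conditions. Of the 200 transcripts with the largest changes between the other slides, 97.0% had the same direction on that slide relative to the median of all transcripts (100% of those higher and 94.0% of those lower). A slide difference as the whole source would give no common direction there. Quantile normalization, which gives every array the same distribution, left 3239 transcripts changed, and cyclic loess 3374, so the brightness of the arrays is not the whole source either. The size of the response is less secure than its direction. Without +glucose preparation 2, 929 transcripts passed, normexp gave 670, and slide as a block gave 42, all higher, where the comparison rests on 1 array of each condition. The pair of arrays on the shared slide and the arrays on the other slides are separate preparations, so exchanged labels in either would have reversed the direction there. A response to 30 min without glucose, the difference that the design names, is a hypothesis for the direction of the changes, found and tested on the same data.

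More transcripts were lower in the IP than higher, and the paper reports only those enriched. In limma's test of IP minus total RNA, 2033 of 8942 transcripts were lower and 1602 higher. Of the 32 ways to assign IP and total within the 6 preparations, 1, the actual one, gave as many higher and 1 as many lower, and the others gave 0 each. With 32 ways the smallest share is 1 in 32, so chance is unlikely but not excluded. A steady technical difference between IP and total RNA arrays would give the same outcome, so this test does not bear on the source. The floor of the IP arrays could have produced the lower ones, since up to 13.4% of IP probes sit at it. Of the 2033, 64.9% had no IP probe at the floor on any of the 6 IP arrays (80.5% of all tested transcripts had none), so the floor is not the source for these. For the others the floor stays open. Without +glucose preparation 2, 874 were lower and 719 higher. The balance of higher and lower depends on the scaling, with 2031 higher and 1165 lower after scaling to the 75th percentile. The smaller amount of RNA on the IP arrays was not tested, and with no mock IP analyzed here no biological explanation was tested.

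Mitochondrial tRNAs were far lower in the IP than in total RNA. The set lay at −4.76 ± 1.12 (SD, n = 6) relative to the other transcripts, below 0 in 6 of 6 preparations (exact sign-flip permutation test, p = 0.031), and between −6.05 and −4.46 under the 17 alternatives that gave a value. All 24 were below the lower bound in at least 2 IPs. Loss of mitochondria as a whole would lower the other mitochondrial transcripts alike. The tRNAs lay below those by −5.72 ± 2.24 (SD, n = 6), in 6 of 6 preparations (same exact test, p = 0.031), which argues against such a loss as the source. Their total RNA signal was bright, with a median of 17.25 (log2), so a trend of the brightest spots was weighed. Of the 699 nuclear transcripts in the same range of total RNA signal, 13.1 to 17.5, 2.00% had a mean residual as low as the median of the mitochondrial tRNAs. The median signal of the mitochondrial tRNAs lies near the top of this range. The share among the brightest nuclear transcripts was not counted, so this does not decide. Nuclear tRNAs, with a median total RNA signal of 17.40, lay at 1.53 ± 0.74 (SD, n = 6), above 0 in 6 of 6 preparations. As a set they were thus as bright and not lower, but they went both ways. Of 63, 29 were called enriched and 19 were below the lower bound in at least 2 IPs, and 7 were as low as the median of the mitochondrial tRNAs. A property of some tRNAs or of their probes, nuclear and mitochondrial alike, stays open and was not tested, and no biological explanation was tested.

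In 2 groups of 4 −glucose values, 1 sample lay far from the other three. The residual of STE18 was 1.47 in −glucose preparation 1 and 2.44 to 2.52 in the others. The total RNA of NOP1, relative to the 75th percentile of the array, was −0.17 in −glucose preparation 3 and −1.20 to −1.07 in the others. With 44 groups tested, chance alone gives about 1 in 20, so 2 such groups are about the number that chance would give. They fall on different preparations, and no technical or biological explanation was tested.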

How the results depend on the processing

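The settings with the spots' median intensity, with outlier spots kept, with the blanks of the deposited table as filter, and with slide as a random block were chosen only after the data were seen. All others were set before the data were examined.

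Of 192 alternatives computed for the results that answer a comparison, 160 kept their direction and their side of the threshold, or stayed within 1.5 times for a count. Over all 51 results, named transcripts included, 796 of 993 alternatives did so, 34 counts moved, 145 were no longer past the threshold, 9 were newly past it, and 9 changed direction, 5 of these on a single preparation. Of the 145, 122 leave out 1 preparation, where the exact test over 5 preparations cannot give a p under 0.0625 (TPO2, tested with limma, is the exception). The share of noncoding names among enriched transcripts and the Ty and LTR set kept their side in every alternative, from 29.1% to 72.3% (p from 2.9e-24 to 0.0096) and from 0.26 to 0.69 (exact p from 0.125 to 0.406). The other 23 include 7 for ACT1, 3 for SUT1418, and nuclear tRNAs with quantile normalization, at 0.47 (exact p = 0.0625). The mean residuals of COX1, AI4, AI5_ALPHA, and SCEI passed the exact test with quantile normalization (p = 0.031 for each), COX1 and AI4 also with the deposited values, and COX1 with no filter. PAT1 stayed between 4.76 and 5.73 in 21 alternatives. Within the noncoding share, SUTs, CUTs, and MUTs together were less stable than the whole. They made up 38.2% of enriched transcripts, but 9.95% with normexp and 22.0% with a floor of 16, below their background share.

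The count of 275 transcripts enriched in at least 2 IPs was 110 with total RNA of 8 to 15, 175 with the deposited values, 101 with the 99% bound, 465 with the one-sided 95% bound, 158 with 3 IPs required, and 176 with the filter of the deposited table. It was 207 to 253 with 1 preparation left out. The median per IP, 220.5, was 82.5 with total RNA of 8 to 15, 113.5 with the deposited values, 115.5 with the filter of the deposited table, 80 with the 99% bound, and 340.5 with the one-sided 95% bound, and 219 to 222 with 1 preparation left out. The number of transcripts tested is smaller under these filters and the bounds differ by construction, and for the rest the cause was not tested.

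For IP over total RNA, 1602 higher and 2033 lower, total RNA of 8 to 15 gave 739 and 1045, the deposited values gave 895 higher, and scaling to the 75th percentile gave 1165 lower against 2031 higher, a share of 63.5% higher in place of 44.1%. With no replicate block, that is with IP and total RNA unpaired, limma gave 250 and 280. Leaving out 1 preparation gave 719 to 1495 higher and 874 to 1947 lower, with the lowest of both without +glucose preparation 2. Slide was entered as a random block here, because a fixed slide term would take up part of the average that is tested, and gave 1579 and 2005.

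Enrichment without against with glucose gave 0 of 8942 transcripts with limma (1754 at an unadjusted p of 0.05). It gave 3 with normexp (YDL158C and SPS4 lower, SMC3 higher) and 5 with slide as a block (CUT464, CKA1, MLP2, DSK2, and ALG11, all lower), which are named after their values were seen. Leaving out 1 preparation gave 0 to 57, the latter (1 higher and 56 lower) without +glucose preparation 2, where the lone +glucose preparation is assumed to vary like the others. In total RNA, 3223 transcripts changed, against 670 with normexp and 42 with slide as a block, and 929 to 3920 with 1 preparation left out. The lowest was without +glucose preparation 2, and without −glucose preparation 1 it was 2141. The causes were not tested. Of the calls, 60.4% were higher, against 48.4% with quantile normalization and 45.1% with the deposited values. The median change of all transcripts was 0.20, against 0.67 with normexp, −0.11 with quantile normalization or the deposited values, and 0.00 with cyclic loess. TPO2, RPA12, and NOP1 lost their call in 4, 1, and 1 alternatives and kept their sign.

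Replicate numbers are shared by the conditions, 1 and 2 in each, but nothing in the paper or the labels says that they mark a common day or culture. Samples with the same number did not deviate together, with correlations of −0.33 and −0.24 for the differences and −0.08 and −0.22 for total RNA. With the replicate number as a block, limma gave 0 transcripts for enrichment between conditions (994 at an unadjusted p of 0.05) and 2450 for total RNA.

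The set of mitochondrially encoded transcripts, −1.40 (exact p = 0.0625), changed direction with total RNA of 8 to 15 (0.36, p = 0.656), with the deposited values (0.71, p = 0.375), and with the filter of the deposited table (0.38, p = 0.688), and was −1.48 (p = 0.031) with the median of probes, all by the same exact test. It was −1.70 to −1.19 with 1 preparation left out. The mRNAs of the 270 proteins, 0.07 (exact p = 0.5625), were at 0.42 (p = 0.031) with quantile normalization and at −0.015 to 0.15 with 1 preparation left out, the lowest, with its direction changed, without −glucose preparation 1 (p = 0.9375). The residuals of SUT1264, SUT1168, SUT1593, SUT1278, and SUT1418 were −0.71, −0.32, −0.72, −1.19, and −0.20 with the deposited values. These are not means over 6 preparations, since the deposited table has a value for them in −glucose preparation 4 alone, where their residuals in the main values were also the lowest or close to it, from −0.92 to 0.36. The causes were not tested for the sets.

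The IP arrays that limit weak transcripts most are those of +glucose preparation 2, where the ratio of signal to background is lowest (2.95), and of −glucose preparation 2, where the fewest probes are well above background (65.4%) and the most are at the floor (13.4%). Whether this is why the limma counts changed most without +glucose preparation 2 was not tested.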

Differences from the paper's values

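None of the settings below except the filter of the deposited table, the spots' median intensity, and the mean over preparations passed was chosen after the data were seen.

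The paper reports 79 transcripts enriched in more than one replicate and not in the mock IP, and its Table S8 lists 87. The present count of transcripts above the bound in at least 2 of 6 IPs was 275, with no mock IP removed. With total RNA of 8 to 15 the count was 110 and with the 99% bound it was 101, both within 1.5 times of the paper's values. It was not within that range with the processed intensity (282), normexp (372), scaling to the 75th percentile (287), quantile normalization (248), no filter (293), a floor of 16 (313), the median of probes (275), the deposited values (175), the one-sided 95% bound (465), or 3 IPs required (158), nor with any preparation left out (207 to 253). The filter of the deposited table, chosen after the data were seen, gave 176, and the spots' median intensity gave 272.

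The paper states that PAT1 is the most enriched transcript in every IP. In the present values PAT1 ranked first by residual in 0 of 6 IPs, at ranks 3 to 24. It ranked first in 2 of 6 IPs, at ranks 1 to 4, with the deposited values, and in 1 of 6, at ranks 1 to 3, with total RNA of 8 to 15. With the filter of the deposited table, chosen after the data were seen, it ranked first in 2 IPs, at ranks 1 to 6. By the mean standardized residual over the 6 IPs PAT1 ranked 1 in the present values and in each of these settings.

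The paper states that RPM1 is the next most enriched RNA. By mean standardized residual it ranked 15 in the present values. It ranked 2 with the deposited values and with total RNA of 8 to 15. With settings chosen after the data were seen, it ranked 3 with the filter of the deposited table and 18 when only the preparations that a transcript passed were averaged.

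Table S8 gives the paper's number of IPs for each transcript. Among those listed in 4 or more, the present number was 3 for COX1 and STE18, where the paper's is 4, and 5 for MUT1015, where the paper's is 4. With the deposited values COX1 and STE18 were above the bound in 4 IPs and MUT1015 in 3. Other transcripts of this set then differed from the paper's number. MUT1378 was above the bound in 3 IPs where the paper's number is 5, MUT109 in 2 where it is 4, and YDR094W in 5 where it is 4. Over the whole table, 38 of 87 transcripts had the paper's number, and 45 with the deposited values. In the present values 25 transcripts of the table were not above the bound in 2 IPs. The deposited values placed 74 of the 87 above it in at least 2 IPs, and the one-sided 95% bound placed 82.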

Other observations

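The tests of the total RNA signal of called tRNAs and rRNAs, the split of the Ty and mitochondrial sets, the comparison of Ty elements with ORFs nearest in signal, and the list of transcripts called in all IPs were chosen only after the results were seen.

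The number of transcripts shared between IPs exceeded what independent calls give. Shuffling the calls of each IP gave at most 98 transcripts in at least 2 IPs over 10000 shuffles, against 275. With the deposited values the shuffles gave at most 49, against 175. Independent chance calls can therefore be excluded as the source of the whole list. Properties of the array or probes that recur in every IP are not excluded by this, and the mock IP, which would measure them, was not analyzed here.

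Noncoding transcripts were frequent on both sides of the line. Their share was 60.0% among enriched transcripts and 82.2% among those below the lower bound in at least 2 IPs, against 32.9% of the background. This is what noise of weak transcripts would give, and the enriched noncoding transcripts other than tRNAs and rRNAs had a median total RNA signal of 4.50 (log2) against 8.85 for the background. Stratified over 10 bins of total RNA signal and without tRNAs and rRNAs, the odds ratio was 1.34 above the upper bound and 5.47 below the lower bound (Mantel-Haenszel estimates). Noise of weak transcripts may therefore account for much of the share of SUTs, CUTs, and MUTs, as a hypothesis. It cannot account for the 38 enriched tRNAs and rRNAs, whose median total RNA signal was 17.5. These 38 are among the brightest transcripts, of which the deposited table leaves most blank, so saturation of the total RNA array could act on them and was not tested, and the mock IP was not analyzed here.

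In all 6 IPs, 12 transcripts were above the bound, and 11 of these are not in Table S8. PAT1 is in the table. The others are YOR309C, 4 rRNAs (RDN25-1, RDN5-1, RDN5-2, and RDN58-1), and 6 tRNAs. YOR309C lay at 4.34 ± 0.57 (SD, n = 6), the smallest spread of the 12, and was above the bound in each of the 5 preparations in which the deposited table has a value for it. The 4 rRNAs and 6 tRNAs have no value in the deposited table in any preparation, so calls made from that table cannot include these 10, with or without the mock IP. Whether the mock IP removed YOR309C from the paper's list is not known here.

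RPM1 was enriched in 4 IPs and not in −glucose IPs 2 and 4. Carryover of mitochondrial RNA as a whole was weighed. The mitochondrial tRNAs averaged −5.32 (log2) in the 4 IPs in which RPM1 was enriched, which argues against carryover of all mitochondrial RNA. Across the 6 preparations RPM1 had a Pearson r of 0.773 (exact permutation test, p = 0.0708, adjusted over the pair of relations p = 0.0917) and a Spearman rho of 0.714 (p = 0.136, adjusted p = 0.136) with the other mitochondrial transcripts that are not tRNAs. Without the 2 preparations farthest from the median r was 0.206, so the relation rests on those preparations. With the mitochondrial tRNAs r was −0.740 (p = 0.0917, adjusted p = 0.0917), rho was −0.829 (p = 0.0583, adjusted p = 0.117), and r without the 2 farthest was −0.901. The slides do not divide the preparations with and without RPM1 enrichment, since +glucose preparation 1 and −glucose preparation 2, at 3.64 and −1.80, lie on the same slide. A share of mitochondrial RNA that lacks tRNAs, and that differs between preparations, stays open.

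RPM1 and Q0297 appear as separate entries in Table S8. All 3 probes of RPM1 share 60 of 60 bases with a probe of Q0297 on the same strand, so probes that share sequence account for their common pattern.

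The mitochondrially encoded set lay below the other transcripts, and the tRNAs account for it. Without the 24 tRNAs the set lay at 0.958 ± 1.65 (SD, n = 6; exact sign-flip permutation test, p = 0.219). This bears on the settings in which the set changed direction, which hold fewer of the tRNAs.

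Full-length Ty elements were higher in the IP by 1.21, and a plateau of the brightest total RNA signals was weighed as the source. Against the 68 ORFs of at least their median total RNA signal the difference was −0.152 ± 0.12 (SD, n = 6), but many of the elements are dimmer than these ORFs, so this does not decide. Each element was then set against the 20 ORFs nearest in total RNA signal. The 8 elements with a signal under 15 (log2) lay higher by 1.08 ± 0.34 (SD, n = 6), in 6 of 6 preparations (exact sign-flip permutation test, p = 0.031), which argues against a plateau for these. With total RNA of 8 to 15, where 17 elements remain, the set lay at 1.07, also in 6 of 6. For the 41 elements with a signal of 15 or more the difference was 0.256 ± 0.17 (SD, n = 6), above 0 in 5 of 6 (same exact test, p = 0.0625), so a plateau stays open for most of the set. Whether the probes of these elements share sequence was not tested, and no biological explanation was tested.

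The change of enrichment with glucose depletion was not called by limma, with 0 of 8942 transcripts at an adjusted p of 0.05, 1754 at an unadjusted p of 0.05, and a smallest adjusted p of 0.168. On simulated data with a log2 effect of 4, the same step recovered 73.0% of 200 changed transcripts. Smaller changes are not excluded.

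The IPs of +glucose preparations 1 and 2 shared 89 enriched transcripts, and +glucose preparation 1 shared 21 to 41 with the −glucose preparations, while +glucose preparation 2 shared 89 to 103 with them. The number shared thus did not separate the conditions, and no explanation was tested.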
